# Phenotypically anchored transcriptomics across diverse agrichemicals reveals conserved pathways and unique gene expression signatures in zebrafish

**DOI:** 10.3389/ftox.2025.1675060

**Published:** 2025-10-17

**Authors:** Lindsey St. Mary, Ryan McClure, Lisa Truong, Steven J. Carrell, Katrina M. Waters, Robyn L. Tanguay

**Keywords:** zebrafish, transcriptomic profiling, agrichemical, carbosulfan, chlordane, modes of action

## Abstract

Agrichemicals such as herbicides, fungicides, insecticides, and biocides are widely used in agriculture, yet some are associated with adverse effects in humans and the environment. While many of these chemicals have been extensively studied *in vitro* and are included in the EPA’s ToxCast program, comprehensive *in vivo* comparisons using RNA sequencing across structurally diverse agrichemicals, in a single screening platform, are lacking. In this study, we examined structurally diverse agrichemicals found in the U.S. Environmental Protection Agency’s (EPA) Toxcast Phase I and II library by statically exposing early life stage zebrafish at 6 h post fertilization (hpf) until 120 hpf at concentrations ranging from 0.25 to 100 µM. Morphological outcomes were assessed at 120 hpf across 10 endpoints, including yolk sac edema, craniofacial malformations, and axis abnormalities. Chemicals that produced robust concentration-response relationships were selected for transcriptomic profiling. For transcriptomic analysis, zebrafish were statically exposed to each chemical and sampled at 48 hpf, prior to the onset of morphological effects observed at 120 hpf. Differential expression analysis identified between 0 and 4,538 differentially expressed genes (DEGs) per chemical, with no clear correlation to morphological severity. Both DEG and co-expression network analyses revealed chemical-specific expression patterns that converged on shared biological pathways, including neurodevelopment and cytoskeletal organization. Key regulatory genes such as *mylpfa* and *krt4* were identified within co-expression modules, suggesting their potential role in conserved toxicity mechanisms. Semantic similarity analysis of enriched gene ontology (GO) terms, when compared to existing datasets, highlighted gaps in the annotation of neurodevelopmental processes, indicating that some *in vivo* effects may not be fully captured by current curated resources. The results provide new insights into the modes of action of diverse agrichemicals and establish a framework for understanding how agrichemical structure relates to biological function in a vertebrate model.

## 1 Introduction

The agrichemical industry plays a pivotal role in supporting global population growth (Costa, 1987). Pesticides are the most well-known agrichemicals but also the most controversial (Aktar et al., 2009). According to the Pesticide Action Network (PAN), there are more than 17,000 currently on the market, with 800 registered for use in the United States (Schwingl et al., 2021). Pesticides include insecticides, fungicides, herbicides, and biocides. While they are primarily associated with the agrichemical industry, they are also utilized in public health to control disease-carrying insect populations (Ahmad et al., 2024). Researchers study pesticides intensively because their toxic effects often extend beyond target organisms, posing potential hazards to humans and other animals.

Pesticides are a structurally diverse group of chemicals that include organochlorines, organophosphates, pyrethroids, triazines, and azoles, among many others (Hassaan and El Nemr, 2020). Structural diversity arose from the need to target a wide range of pests effectively and to stay ahead of the development of resistance in target organisms. High pesticide diversity means that many different types of pesticides are used, each affecting organisms in different ways. As a result, a wide range of biological pathways can be disrupted, leading to a variety of toxic effects in exposed organisms. A common mechanism is neurological impairment in insects, which, due to biological conservation, can cause both acute and developmental neurotoxicity in humans and animals (Abreu-Villaça and Levin, 2017; Yang et al., 2023). Many pesticides induce developmental neurotoxic effects *in vitro* and *in vivo* (Abreu-Villaça and Levin, 2017). However, comprehensive transcriptomic data are lacking, particularly for whole-organism responses during development. Among the 23,492 PubMed manuscripts related to the pesticides investigated in this study, only 1,601 contained transcriptomic datasets submitted to GEO. Of those, 895 (56%) were *in vitro* studies while 706 (44%) were *in vivo* datasets. Notably, only 154 of the 706 *in vivo* studies examined target organism responses, representing only 19 pesticides (Supplementary Table S1). Transcriptomic analysis offers mechanistic and system-wide insight with a sensitivity that surpasses traditional morphological endpoints. Morphology-anchored *in vivo* transcriptomics deepens understanding of chemical effects and supports 21st-century toxicology goals to reduce animal use by generating predictive data sets.

Rodent model studies are expensive, and questions remain regarding which organs are most relevant to human hazard assessment and how well the results translate to human responses. While *in vitro* systems offer scalable results, they intrinsically lack the biological complexity necessary to capture multi-organ interactions, metabolic processes, and systemic responses that occur in whole organisms during development.

To address this gap while adhering to the 3Rs principles (Replacement, Reduction, and Refinement), we employed a transcriptomics approach using developmental zebrafish (*Danio rerio*) as an integrated, new approach method (NAM) that avoids the use of mammals in research while providing the biological complexity needed to examine multiple structures and assess biological responses that cannot be captured *in vitro*.

Zebrafish share substantial genetic and physiological homology with humans, including conserved neurological pathways (Sakai et al., 2018; Howe et al., 2013). Their optical transparency throughout development enables real-time observation of growth and detection of adverse morphological abnormalities (Rericha et al., 2024). Unlike *in vitro* models, zebrafish maintain intact organ systems, tissue-tissue interactions, and dynamic physiological processes that are essential for understanding agrichemical toxicity. Furthermore, development is a highly sensitive life stage when essentially all biological pathways are active at some point.

We screened agrichemical bioactivity in developing zebrafish to link transcriptome-wide changes to phenotypic outcomes. From this screen, 45 structurally diverse agrichemicals that exhibited robust concentration-response relationships were selected for transcriptomic analysis (Figure 1). Developmental exposure to these chemicals produced unique transcriptomic profiles at 48 hpf, indicating that structural diversity translated to distinct molecular-level responses. Gene ontology (GO) enrichment combined with gene and chemical co-expression analyses of transcriptomic responses revealed convergence on key biological processes, regardless of structural similarity or subclass (intended purpose classification). These findings underscore the importance of system-level approaches for evaluating agrichemical toxicity and demonstrate the value of integrating transcriptomic and phenotypic data to better understand how chemical structure influences biological activity during development.

**FIGURE 1:**
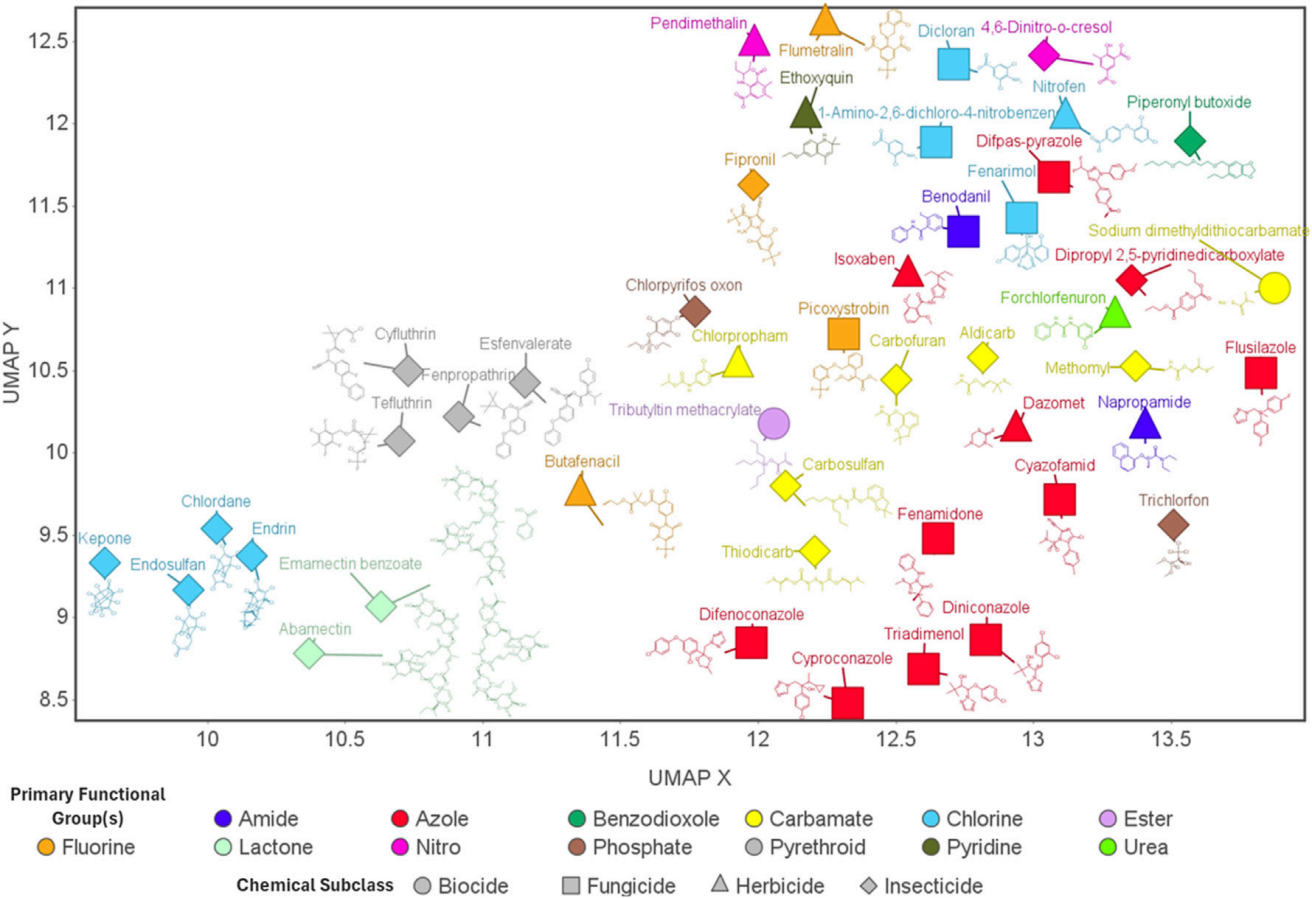
Agrichemicals: Essential Roles and Structural Diversity. UMAP (uniform manifold approximation and projection) visualization of all 45 agrichemicals investigated in this study. Each point represents an individual chemical, with shape denoting the chemical subclass (intended purpose classification) and color indicating the primary functional group. Chemical structures are displayed adjacent to their corresponding data points. This visualization highlights the diversity of chemical structures across agrichemical subclasses, as well as within the same subclass.

## 2 Materials and methods

### 2.1 Zebrafish husbandry

All protocols were approved by Oregon State University’s Institutional Animal Care and Use Committee (IACUC; ACUP 2024-0510). Tropical 5D wild-type zebrafish were bred and maintained at 28 °C under 14:10 h light/dark cycle at Sinnhuber Aquatic Research Laboratory (SARL), Oregon State University. Fish were housed at densities of 500 fish per 50-gallon tank in a recirculating system supplemented with Instance Ocean salts. Routine health monitoring and feeding with age-appropriate Zebrafeed (Sparos) occurred 2–3 times daily, as previously described by Barton et al. (2016). Embryos were collected between 8:00 and 9:00 a.m., following light onset, using custom spawning funnels placed in tanks the night prior. Only fertilized embryos of high quality and matched developmental stage were selected (Kimmel et al., 1995). Embryos were kept at 28 °C in embryo medium (EM) containing 15 mM NaCl, 0.5 mM KCL, 1 mM MgSO_4_, 0.15 mM KH_2_PO_4_, 0.05 mM Na_2_HPO_4_, and 0.7 mM NaHCO_3_ (Westerfield, 2000).

### 2.2 Chemical selection and experiment overview

The agrichemicals chosen for the developmental toxicity screening consisted of a subset of pesticides found within the U.S. EPA’s ToxCast Phase I and II chemical library that had previously demonstrated developmental toxicity in zebrafish (Truong et al., 2014). We re-evaluated a subset of chemicals from Truong et al. (2014) using an updated screening approach (Table 1). Concentration-response assays were conducted to estimate the concentrations at which 80% of animals exhibited malformations (EC_80_) at 120 hpf. To capture early transcriptional responses that precede the observed morphological responses at 120 hpf, animals were collected at 48 hpf. A small number of chemicals caused morphological effects and mortality at 48 hpf, and several of these showed clear, dose-dependent responses. To accommodate, we used an EC range of 13–100, successfully attained for all chemicals, and used EC_80_ where possible to capture biologically relevant responses below overt toxicity thresholds at 48 hpf (Rericha et al., 2024). This approach ensured that we performed transcriptomic profiling at concentrations that clearly caused developmental toxicity. The experimental design is illustrated in Supplementary Figure S1.

**TABLE 1:** Agrichemicals evaluated in this study are listed along with their CAS Registry Numbers (CASRN), chemical subclasses, nominal exposure concentrations, and the final effective concentrations (EC) used for transcriptomic analysis where applicable.

Chemical	CASRN	Subclass	Concentration	EC value
4,6-Dinitro-o-cresol	534–52–1	Insecticide	24.5	13
Thiodicarb	59669–26–0	Insecticide	4.5	25
Dipropyl 2,5-pyridinedicarboxylate	136–45–8	Insecticide	6	31
Carbofuran	1563–66–2	Insecticide	49	38
Methomyl	16752–77–5	Insecticide	20	38
Trichlorfon	52–68–6	Insecticide	68	38
Chlorpyrifos oxon	5598–15–2	Insecticide	5.95	50
Piperonyl butoxide	51–03–6	Insecticide	14.5	50
Benodanil	15310–01–7	Fungicide	8	56
Ethoxyquin	91–53–2	Herbicide	45	57
Diniconazole	83657–24–3	Fungicide	10	69
1-Amino-2,6-dichloro-4-nitrobenzene	99–30–9	Fungicide	25	75
Fenamidone	161326–34–7	Fungicide	60	75
Dazomet	533–74–4	Herbicide	20	81
Fenpropathrin	39515–41–8	Insecticide	1.5	81
Forchlorfenuron	68157–60–8	Herbicide	18.5	81
Carbosulfan	55285–14–8	Insecticide	25	88
Chlordane	57–74–9	Insecticide	64	88
Chlorpropham	101–21–3	Herbicide	58	88
Esfenvalerate	66230–04–4	Insecticide	2.5	88
Difenoconazole	119446–68–3	Fungicide	9	94
Difpas-pyrazole	151506–44–4	Fungicide	60	94
Napropamide	15299–99–7	Herbicide	72	94
Picoxystrobin	117428–22–5	Fungicide	0.75	94
Tributyltin methacrylate	2155–70–6	Biocide	0.25	94
Abamectin	71751–41–2	Insecticide	4.5	100
Aldicarb	116–06–3	Insecticide	15	100
Butafenacil	134605–64–4	Herbicide	19.5	100
Cyazofamid	120116–88–3	Fungicide	16	100
Cyfluthrin	68359–37–5	Insecticide	0.62	100
Cyproconazole	94361–06–5	Fungicide	55	100
Emamectin benzoate	155569–91–8	Insecticide	4.5	100
Endosulfan	115–29–7	Insecticide	3.25	100
Endrin	72–20–8	Insecticide	0.6	100
Fenarimol	60168–88–9	Fungicide	30	100
Fipronil	120068–37–3	Insecticide	10	100
Flumetralin	62924–70–3	Herbicide	30	100
Flusilazole	85509–19–9	Fungicide	15	100
Isoxaben	82558–50–7	Herbicide	60	100
Kepone	143–50–0	Insecticide	5	100
Nitrofen	1836–75–5	Herbicide	20	100
Pendimethalin	40487–42–1	Herbicide	38	100
Sodium dimethyldithiocarbamate	128–04–1	Biocide	10	100
Tefluthrin	79538–32–2	Insecticide	10	100
Triadimenol	55219–65–3	Fungicide	59	100

### 2.3 Chemical exposure and developmental toxicity screening of transcriptomic samples

At 4 hpf, embryos were enzymatically dechorionated using pronase, as previously described (Mandrell et al., 2012). Dechorionated embryos were singulated into 96-well U-bottom plates (Falcon, Product no. 353227) containing 100 µL of embryo medium (EM) via robotic placement (Mandrell et al., 2012). At 6 hpf, chemicals were dispensed using an HP D300 digital dispenser to achieve the target nominal concentrations while also maintaining a 0.5% DMSO concentration across all exposures.

Static chemical exposures from 6 to 120 hpf were conducted in 96-well plates to estimate EC_80_. Initial range-finding assays included four concentrations (including controls) with one row per concentration (n = 12) and two chemicals per plate, to identify concentrations eliciting adverse morphological effects. Based on these results, concentration–response assays were performed using eight concentrations (including controls), with one row per concentration (n = 12) and a single chemical per plate, to refine the effective concentration range and enable EC_80_ estimation via logistic regression modeling. A definitive assay was conducted using the selected EC concentration across columns (n = 16) to confirm morphological responses by 120 hpf and verify the absence of mortality and morphological abnormalities at 48 hpf.

Exposure concentrations for transcriptomic sampling ranged from 0.25 to 100 µM. At 120 hpf, 10 morphological endpoints were assessed and the percent incidence recorded (Supplementary Table S2). A cumulative measure, termed “any effect”, was the incidence of abnormality in any morphological endpoint. Logistic regression modeling of the “any effect” data was used to generate concentration-response curves to estimate EC_80_ for each chemical. For exposures destined for transcriptomics, embryos were exposed to the confirmed EC_13_-EC_100_ concentration of each chemical beginning at 6 hpf, and samples were collected at 48 hpf for subsequent RNA extraction (n = 5 pools of 8 embryos), prior to the onset of morphological effects. Holdback plates (n = 16 per chemical) were used to assess and confirm phenotypic outcomes. Collections occurred over 23 different days which resulted in 23 different day match controls.

### 2.4 Transcriptomic sample preparation and data processing

#### 2.4.1 RNA collection and isolation

Pooled embryos were placed in 1.5 mL twist cap microtubes (NextAdvance, TUBE1R5-S) and placed on ice for euthanasia. Excess water was removed and 200 µL of 1X RNAshield (Zymo Research, 76,020-420) was added to the tube after animals remained on ice for 15 min. Samples remained at room temperature for up to 15 min and then stored at −20 °C until RNA isolation. Five pools of 8 embryos were collected for each exposure and respective controls.

For RNA isolation, sample tubes were removed from −20 °C and incubated at 32 °C for 30 min to ensure complete thawing. 100 μL of 0.5 mm zirconium silicate beads (BioSpec Products, 11079105z) were added, and samples were homogenized in the Bullet Blender Storm Pro (NextAdvance, BT24MB-50759) at speed 10, for 5 min. Samples were spun down for 5 min at 12,000 x g, afterwards 250 µL of supernatant from each tube was aliquoted twice (for a total of 500 µL) into two new sample plates. These plates were then processed using the KingFisher Apex system for automated RNA extraction using Zymo Research’s Quick RNA Magbead Kit (R2133) and eluted into 50 µL RNAse/DNAse free water. Sample quality was checked on the Agilent Tapestation 4,200 and quantity was assessed using ThermoFisher’s QuantIT assay. Only samples with RIN values >8 proceeded to RNA sequencing.

#### 2.4.2 RNA sequencing and data processing

mRNA sequencing was performed on four biological replicates of the five collected for each treatment. The samples underwent PrepX Robotic RNA PolyA enrichment combined with NEBNext UltraII Directional RNA Library Prep/Illumina Stranded mRNA library preparation. Samples were split between three P3 flow cells (1.2 billion reads per run) and a P2 (400 million reads per run), and samples were sequenced using an Illumina NextSeq 2,000 (100 bp single end) resulting in 20 million read counts for each sample. All raw and processed transcriptomic data generated in this study are available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE303009.

Raw fastq files were examined with FastQC and trimmed using Trimmomatic. Any read with a quality Phred score of <25 was trimmed and any adaptor sequences were trimmed as well. Trimmed fastq files were then aligned to the v11 *Danio rerio* genome (RefSeq GCF_000002035.6). Alignment was done using the STAR aligner with the following arguments--outFilterType BySJout, --outFilterMultimapNmax 20, --readFilesCommand zcat, --alignSJoverhangMin 8, --alignSJDBoverhangMin 1, --outFilterMismatchNmax 999, --outFilterMismatchNoverLmax 0.6, --alignIntronMin 20, --alignIntronMax 1000000, --alignMatesGapMax 1000000, --outSAMattributes NH HI NM MD, --outSAMtype SAM (Dobin et al., 2013). Once aligned, resulting SAM files were converted to count files using HTSeq using the following arguments -f sam -a 10 -t gene -i gene_id (Anders et al., 2015). Raw count files were then normalized using DESeq2 (Love et al., 2014). DESeq2 was also used for differential gene expression analysis. To account for potential variability across collection days, we used day matched vehicle controls for each of the 23 distinct RNA-collection days. We concatenated the gene count data from all control samples (n = 23) to form a single global control dataset. This global control served as the normalization reference for all agrichemical groups, allowing consistent comparisons of gene expression change across samples. The criteria for defining DEGs was set to any log2fold changes with p-value ≤0.05, without applying a log2fold cutoff.

#### 2.4.3 Gene coexpression network analysis

To infer a gene co-expression network all normalized gene expression data was used in conjunction with GENIE3, a random forest approach that produces a matrix of co-expression values for any gene pair in the dataset (Huynh-Thu et al., 2010). For each gene it builds a regression model using expression values of all genes to predict how genes are co-expressed. Once a co-expression matrix was inferred we selected several potential co-expression value cutoffs to infer a network with sufficient genes included but also with clear structure, allowing us to better analyze how genes are related by expression. A cutoff value of 0.00923 was selected which led to a network of 735 genes and 1716 edges between the genes. This network was viewed using Cytoscape and this same program was used to calculate centrality values of each node in the network (Shannon et al., 2003). We performed centrality analysis on all genes in the coexpression network using both betweenness and degree metrics. Betweenness measures how often a node serves as a bridge on the shortest paths between other nodes, highlighting those that have a strong influence on information flow within the network. A node with high betweenness connects different parts of the network. Degree, on the other hand, counts the number of direct connections a node has, helping identify genes that are highly connected and influential within the network. Together this offers a more comprehensive understanding of node (gene) influence and identified key regulatory genes (McDermott, et al., 2009). Module detection was done using the fastgreedy. community function in the igraph package in R (Csardi and Nepusz, 2006).

Functional enrichment analysis was performed on each gene coexpression module using g:Profiler, querying all available annotation sources to maximize biological coverage and identify overarching functional themes.

#### 2.4.4 Chemical coexpression network analysis

To infer a network linking chemicals rather than genes we used the same normalized gene expression data as above. Data were essentially transposed so that rows were now chemicals and columns were genes. We again used GENIE3 (with a co-expression cutoff value of 0.0787 to define an edge resulting in 46 nodes, 45 chemicals and 1 DMSO control, and 144 edges). We also used Cytoscape to view the network and determine centrality values.

#### 2.4.5 CTD enrichment comparisons

Chemical CAS registry numbers (CASRNs) were submitted to the Comparative Toxicogenomics Database (CTD; https://ctdbase.org/tools/batchQuery.go) to retrieve enriched GO associations from existing data. Custom R script was written to cluster GO terms by semantic similarity using rrvgo R package, calculateSimMatrix () and reduceSimMatrix () for each ontology. We then joined the clustered GO terms back into original data and summarized the number of parent terms per chemical, per ontology, per semantic cluster.

## 3 Results

### 3.1 Structural diversity of agrichemicals that induced developmental toxicity in zebrafish

To characterize the structural diversity of the agrichemicals analyzed through transcriptomic profiling in this study, we performed UMAP (Uniform Manifold Approximation and Projection) dimensionality reduction using molecular fingerprints. The resulting plot, seen in Figure 1, reveals substantial chemical heterogeneity across and within agrichemical subclasses (intended purpose classification).

Subclasses such as pyrethroids exhibited tight clustering, consistent with their structural similarity, whereas others-particularly fungicides-were more broadly dispersed, reflecting greater structural diversity. Within the fungicide subclass, flusilazole and picoxystrobin were the most divergent, clustering more closely with carbamates from different subclasses. Notably, chemicals sharing the same functional group classification did not consistently cluster together, highlighting the chemical diversity beyond functional group classification. Although insecticides were the most represented subclass, many formed distinct clusters, and some - such as piperonyl butoxide and trichlorfon - were highly divergent from both their subclass and functional group.

### 3.2 Morphological profiles across agrichemicals

The 45 agrichemicals selected for transcriptomic analysis exhibited robust and reproducible concentration-responses at 120 hpf, and their corresponding morphological profiles are shown in Figure 2. No consistent pattern of malformation type was associated with the different chemicals or their subclasses. The concentrations at which phenotypic effects were observed ranged from 0.25 to 75 μM, indicating substantial variability in nominal concentration responses among the tested chemicals (Supplementary Table S2). For example, napropamide had an EC_94_ at 72 μM, while tributyltin methacrylate induced the same percent incidence (EC_94_) at 0.25 µM. Craniofacial abnormalities and edema were the most frequently observed morphological outcomes. Cyazofamid induced 100% mortality and was the only one that did so.

**FIGURE 2:**
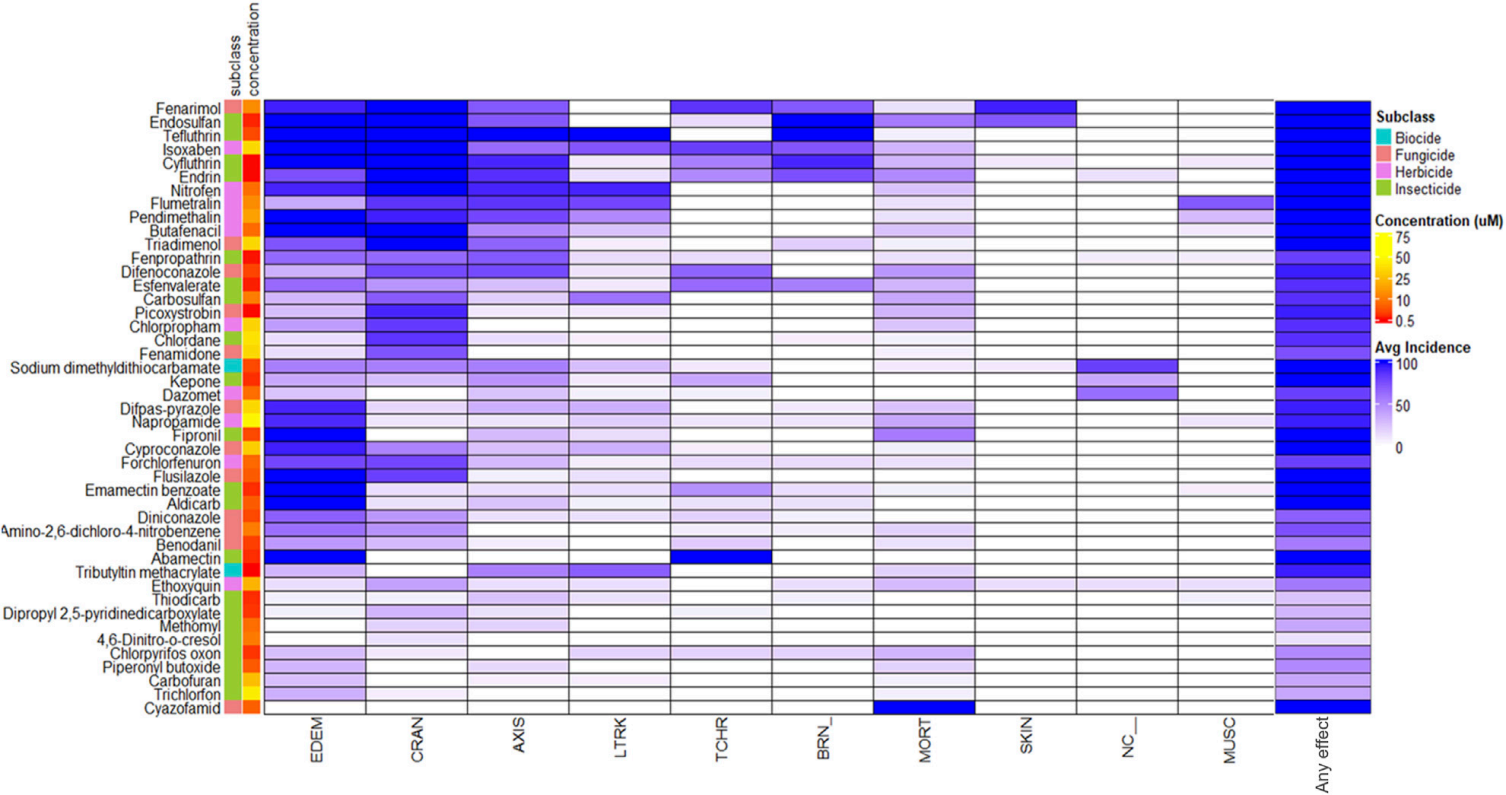
Morphological Profiles Across Agrichemicals. Heatmap of the morphology profiles across all the agrichemicals along with chemical names, subclass, and concentration annotated on the left side. Any effect was filtered out during the clustering but added to the end of the heatmap to show what the total % incidence for each of the agrichemicals. Chemicals were clustered according to morphological profile similarity. See Supplementary Table S2B for full descriptions of the morphological endpoints.

Thiodicarb, chlorpyrifos oxon, dipropyl 2,5-pyridinedicarboxylate, piperonyl butoxide, methomyl, 4,6-dinitro-o-cresol, and carbofuran induced ≤50% effect at the selected concentrations, as higher nominal concentrations caused excessive toxicity at 48 hpf, the designated collection time point for transcriptomics (Supplementary Table S2). No clear relationship was observed between the percent incidence and the corresponding exposure concentration across chemical subclasses.

### 3.3 Unique gene expression profiles showed functional convergence

To begin to understand the molecular mechanisms underlying these phenotypic responses, we conducted transcriptomic analysis at 48 hpf, prior to the manifestation of observable malformations. After identifying effective concentrations that induced phenotypic effects at 120 hpf for all the agrichemicals, we performed 48 hpf whole embryo transcriptomics. 

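RNA was collected at 48 hpf from whole embryos, in 4 pools of 8 embryos for each of the 45 agrichemicals. The sample labels list 180 agrichemical libraries and 24 DMSO vehicle control libraries, 204 in all. The paper counts 23 control samples, and the labels of the 24 control libraries carry 23 different dates. The paper gives 0.5% DMSO in all exposures, whereas the labels give 1% DMSO, and the paper's value is used here. The nominal concentrations of the agrichemicals ran from 0.25 to 72 µM. The authors trimmed the reads with Trimmomatic, aligned them to GRCz11 with STAR, and counted them with HTSeq over whole genes, introns included. The authors then used DESeq2 to compare the 4 pools of each agrichemical with all control libraries, joined into a single global control. The authors' deposited table holds the outcome of these comparisons as a log2 fold change against the global control and a q-value for each of 8,546 genes and each agrichemical. Its q-values are rounded to 2 decimals and none is above 0.05, and both values are set to 0 where a gene was not called for an agrichemical. The paper states a common read depth for all samples, and the depth of single libraries is unknown from this table, which gives neither counts nor values per pool, so no standard error or spread between pools can be set beside any value. Genes outside the 8,546, and genes just above the threshold, carry no value in it. Gene identifiers were matched to RefSeq gene symbols of the zebrafish assembly GRCz12tu, which gave a symbol to 7,989 of them (93.5%), and the remaining 557 are given by their GeneID. Since all comparisons used the same control libraries, 4 unchanged pools of one agrichemical and 4 of another would already have correlated fold changes (expected r = 0.143 with 24 control libraries). Overlaps and shared signs were therefore set beside 1,000 simulations of unchanged groups of 4 against the same 24 controls, in which each agrichemical was given as many calls as it had.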

Differential expression analysis identified 8,546 DEGs in at least one agrichemical (Figure 3; Supplementary Table S3). 

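The authors' deposited table lists 25,457 calls of a gene in an agrichemical, 12,194 of them (47.9%) higher than control and 13,263 lower. The median absolute log2 fold change of the calls in the authors' deposited table was 0.97, and the smallest was 0.16. Its highest log2 fold change was 5.27 for *ociad1* (GeneID 393272) in chlorpyrifos oxon, and its lowest was -7.13 for *fbxo3* (GeneID 553731) in 1-amino-2,6-dichloro-4-nitrobenzene, which stands in the authors' deposited table with a q-value of 0.05. A listed q-value of 0.05 was the case for 3,307 calls in the authors' deposited table, and 11,551 calls had one of at most 0.01. Of the alternatives tried, keeping only calls with a q-value of at most 0.01 moved the total most, to 4,952 genes called in at least 1 agrichemical. Calls were unevenly spread over the agrichemicals. The median was 150 DEGs in the authors' deposited table, 17 agrichemicals had fewer than 100, and the 9 agrichemicals with at least 1,000 DEGs held 19,266 calls (75.7%). More than 50% of the DEGs were higher than control in 23 agrichemicals and lower in 21.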

Abamectin exposure produced no DEGs at 48hpf. 

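Abamectin was applied at 4.5 µM, a concentration with an any-effect incidence of 100% and a mortality of 0% at 120 hpf in Supplementary Table S2. The authors' deposited table lists each of the 8,546 genes at 0 for this agrichemical, which means that none passed the authors' threshold with 4 pools. Unadjusted p-values were not analysed here, so a number of genes under a looser threshold cannot be given. The next lowest numbers of DEGs in the authors' deposited table were 16 in thiodicarb, 19 in napropamide and 25 in piperonyl butoxide, whose any-effect incidences were 25%, 93.75% and 50%. Emamectin benzoate, another avermectin insecticide, was applied at the same nominal concentration with the same incidence, and the authors' deposited table lists 424 DEGs for it, 242 higher and 182 lower than control.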

Carbosulfan induced the highest number of DEGs (4,538). 

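Of the DEGs of carbosulfan, the authors' deposited table lists 2,538 (55.9%) as higher than control and 2,000 as lower. Chlorpropham had the second highest number in the authors' deposited table, with 2,928. Carbosulfan stayed first and chlorpropham second under each alternative count. With an absolute log2 fold change of at least 1, the counts were 2,376 and 2,081, and with at least 0.58 they were 4,263 and 2,861. They were 3,602 and 2,415 without uncharacterized loci, and 2,819 and 1,533 with a q-value of at most 0.01. For 1,124 of the carbosulfan DEGs (24.8%), no other agrichemical had a call. The median absolute log2 fold change over all carbosulfan DEGs was 1.02 in the authors' deposited table. The authors' deposited table has its highest value for *ahsg2* (GeneID 567406), 2.94, and its lowest for *fbxo3*, -6.27 with a listed q-value of 0.04.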

To identify patterns in transcriptomic responses, we used hierarchical clustering, which revealed eight distinct groups of chemicals. Most chemicals (34) grouped into Cluster 1, showing similar, but distinct expression profiles (Supplementary Figure S2). 

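The 44 agrichemicals with at least 1 DEG were clustered again from the log2 fold changes of the authors' deposited table, with 0 for a gene that was not called. Euclidean distance and complete linkage, the usual default of R heatmaps, were cut into 8 groups, since the paper names a custom script but not the distance or linkage. The largest group held 34 agrichemicals, 1 group held 4, and 6 held a single one. Compared with the cluster members named in the paper and in Supplementary Figure S2, the adjusted Rand index, which is 1 for identical groupings and near 0 for unrelated ones, was 1. It was 0.855 with Ward linkage and 0.749 with average linkage, which put 37 agrichemicals in the largest group and spread the 4 of Cluster 3 over 3 groups. The distance moved the grouping most. With 1 minus the Pearson correlation as distance, the index was 0.0388 and the largest group held 11 agrichemicals, and with the Jaccard distance of the DEG sets it was -0.00486 and the largest group held 12. The 34 agrichemicals of Cluster 1 had between 16 and 808 DEGs each in the authors' deposited table, with a median of 110.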

Six clusters consisted of single chemicals with highly divergent and unique expression signatures. 

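The distance used in the clustering depends on how many genes were called and how far they changed. The length of the vector of log2 fold changes, computed from the authors' deposited table, was 95.03 for chlorpropham, 91.4 for carbosulfan, 54.4 for forchlorfenuron and 51.3 for difenoconazole. It was 42.0 for chlorpyrifos oxon and 40.2 for aldicarb, the other two agrichemicals that formed a cluster of their own, and 41.3 for cyazofamid, which was part of Cluster 1. DEG sets were compared by the Jaccard index, the number of shared DEGs divided by the number called in either agrichemical. By this index, carbosulfan was nearest to cyfluthrin of Cluster 3, at 0.365 with 1,808 shared DEGs. Chlorpropham was nearest to carbosulfan at 0.265 with 1,565 shared DEGs. Difenoconazole, forchlorfenuron and aldicarb were each nearest to chlorpropham, with indices of 0.239, 0.237 and 0.2005. The index takes no account of sign. The same sign was found in 100% of the DEGs that carbosulfan shared with cyfluthrin, in 1.85% of those that chlorpropham shared with carbosulfan, and in 99.8%, 98.0% and 99.9% of those that difenoconazole, forchlorfenuron and aldicarb shared with chlorpropham. Genes called in no other agrichemical made up 22.1% of the DEGs of chlorpropham, 18.3% of forchlorfenuron, 12.2% of difenoconazole and 10.9% of aldicarb.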

Cluster 3 contained four chemicals (butafenacil, 4,6-dinitro-o-cresol, chlordane, and cyfluthrin) that shared 479 overlapping DEGs. 

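All 479 shared DEGs had the same sign in the 4 agrichemicals, 192 higher and 287 lower than control. In 1,000 randomizations that kept the number of calls of each gene and of each agrichemical, the 4 shared 178 DEGs on average and 212 at most (one-sided permutation p = 0.000999, the smallest these randomizations can give). The 4 were grouped by clustering the same fold changes, so an excess of shared DEGs follows in part from how they were chosen, and the p-value is not an independent test of their similarity. Independent draws of the same sizes shared 18.1 on average and 32 at most. Unchanged groups simulated against the same controls shared 25.5 on average and 43 at most, and 60.5% of their shared genes had the same sign. The limit on the fold change moved the count most. With an absolute log2 fold change of at least 0.58 in each agrichemical, 328 DEGs were shared (109 in randomizations), and with at least 1, 19 were shared (6.87 in randomizations). Of the 479 DEGs, 475 (99.2%) were also called in carbosulfan, all with the same sign as in the 4, and 3 were called in no other agrichemical. Their median number of agrichemicals was 9. In the sample labels, the median library numbers were 388 for 4,6-dinitro-o-cresol, 447.5 for butafenacil, 473.5 for cyfluthrin and 502.5 for chlordane. Carbosulfan lay among them at 492.5, while all agrichemicals ran from 7.5 to 667.5. The randomizations take no account of library number, so a batch along these numbers was not separated from a response to the agrichemicals. Among the 1,001 sets of 4 that can be formed from the 14 agrichemicals with at least 400 DEGs, the 4 of Cluster 3 ranked 9 by the number of shared DEGs. This ranking takes no account of sign and was chosen after the overlap with carbosulfan had been seen. The set at rank 10 also shared 479. The sets at ranks 3, 4, 7 and 8 hold both carbosulfan and chlorpropham, which had the same sign in 1.85% of their shared DEGs. The others ranked above do not hold chlorpropham.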

Functional enrichment analysis of these 479 shared DEGs highlighted pathways such as *erbB* signaling and anatomical structure development (Supplementary Figure S3).

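Enrichment was examined with families of gene symbols fixed before the data were examined, since no GO annotation was used here. The ErbB family, made of receptor, ligand, adaptor and kinase symbols, had 74 members among the 8,546 genes. Of the 479 shared DEGs, 9 were members, against 4.15 expected from the other genes of the table (odds ratio 2.36, p = 0.0356, two-sided Fisher's exact test). With Benjamini-Hochberg adjustment over the 64 tests of 4 families in 16 sets of DEGs, the adjusted p was 0.152, so the excess did not pass 0.05. The background holds only genes called in at least 1 agrichemical, which differs from a background of all expressed genes. Among the members shared by the 4 agrichemicals, the authors' deposited table gives *erbb4a* (GeneID 100007677) log2 fold changes between 0.70 and 0.88 and *erbb4b* (GeneID 569836) between 0.59 and 0.74. The authors' deposited table has the ligand gene *nrg2a* (GeneID 100006951) between -0.54 and -0.63, and *sos1* (GeneID 556286), which encodes a Ras exchange factor, between -0.60 and -1.05.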

**FIGURE 3:**
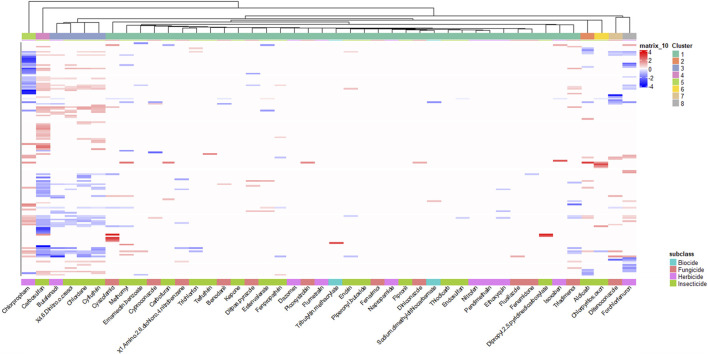
Unique Transcriptomic Signatures Across Agrichemicals. Heatmap of all differentially expressed genes (DEGs) identified across 44 agrichemicals (p-value ≤0.05). Abamectin, which had no DEGs, is excluded. Rows represented 8,546 unique DEGs, with no genes shared across all chemicals, though some overlap occurs among subsets. Chemical subclass annotations are shown at the bottom, and cluster assignments derived from hierarchical clustering are shown at the top. Chemicals were clustered using a custom R script based on dendrogram height differences to define major clusters.

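The DEG called in the most agrichemicals was *mfge8a* (GeneID 541486), with calls in 23 of the 44 agrichemicals that had DEGs. The authors' deposited table lists it as lower than control in 22 of them and higher in 1, with log2 fold changes between -2.10 and 0.82. It is followed in the authors' deposited table by *hmgn2* (GeneID 569904) in 21 agrichemicals and GeneID 101883993 in 19. Of the 6 genes called in 18, *aox5* (GeneID 64265) and *mylpfa* (GeneID 30429) are named here. In 1 agrichemical only, 3,636 genes (42.5%) were called, and 4,910 were called in at least 2. Of the latter, 2,136 had the same sign in all of their agrichemicals and 2,774 had both signs. In at least 10 agrichemicals, 346 genes were called, of which 318 were higher than control in some agrichemicals and lower in others.

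**Figure D1:**
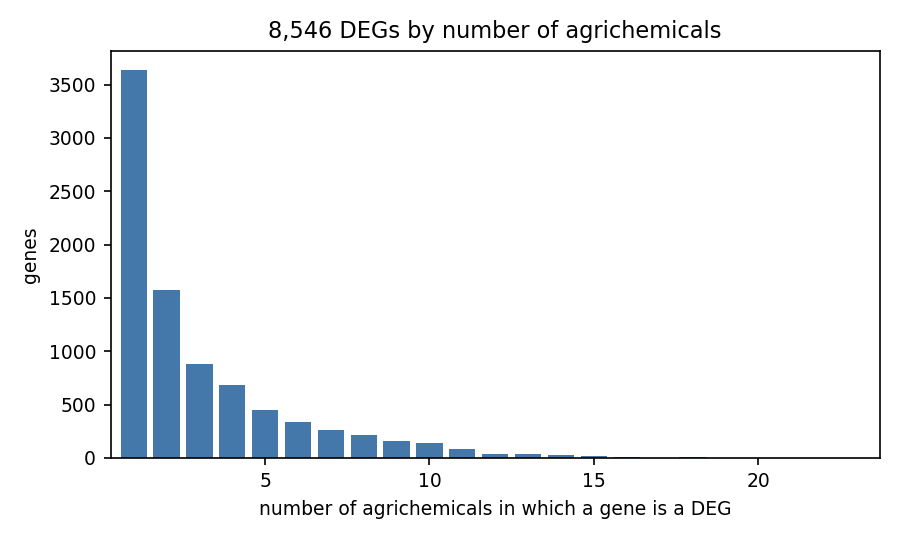
Number of genes (y axis) by the number of agrichemicals in which they were DEGs (x axis), for the 8,546 genes of the authors' deposited table. The bar at 1 agrichemical holds 3,636 genes, and the last gene stands at 23 agrichemicals.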

We performed functional enrichment analysis across all eight clusters from Figure 3 to identify broader patterns. For Cluster 1, which had no genes shared across all chemicals within the cluster, we analyzed all DEGs (n = 3,208) from the cluster. 

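Within Cluster 1, the authors' deposited table holds 5,732 calls over the 3,208 DEGs. Of these, 2,031 (63.3%) were called in 1 of the 34 agrichemicals, 1,177 in at least 2, and 185 in at least 5. The largest number was 16 of the 34 agrichemicals, reached by *mfge8a*, *hmgn2* and *atp5f1b*. For 646 DEGs (20.1%), no agrichemical outside Cluster 1 had a call. With an absolute log2 fold change of at least 1, the alternative that moved the number most, the union was 1,805 genes.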

The analysis showed that seven out of eight clusters were enriched for terms related to membrane structure, anatomical structure development, and NTPase activity (Figure 4). This analysis identified recurring enrichment of terms related to neurodevelopment (7/8 DEG clusters), nervous system function (6/8 DEG clusters), cellular structure (7/8 DEG clusters), and general developmental processes like NTPase activity and cell signaling (7/8 DEG clusters). 

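The symbol families were tested in the same way in the 8 clusters and in 8 agrichemicals named elsewhere in the paper. Adjusted p-values under 0.05 were found in 7 of the 64 tests, in 7 with DEGs limited to an absolute log2 fold change of at least 0.58, and in 6 with a background of named genes. Regulators of small GTPases (152 members, such as guanine exchange factors and GTPase-activating proteins) passed 0.05 in none of the clusters. Their lowest adjusted p-values were 0.0589 in chlorpropham, with 68 members among its DEGs (odds ratio 1.57, 12 higher and 56 lower than control), and 0.0683 in forchlorfenuron, with 47 members (odds ratio 1.61, 9 higher and 38 lower), both from two-sided Fisher's exact tests. Motor proteins and cytoskeleton (112 members) also passed 0.05 in no cluster. They made up 45 of the DEGs of Cluster 1 against 42.0 expected (adjusted p = 0.799) and 2 of the shared DEGs of Cluster 3 against 6.28 expected (adjusted p = 0.241, Fisher's exact test).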

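Synapse and ion channel genes were tested as a family of 217 members. Forchlorfenuron, the single agrichemical of Cluster 8, had 90 members among its DEGs against 47.5 expected (odds ratio 2.604, adjusted p = 3.79e-09, two-sided Fisher's exact test). The authors' deposited table lists 81 of them as lower than control and 9 as higher. In aldicarb, the single agrichemical of Cluster 2, 43 members were DEGs against 27.4 expected (odds ratio 1.74, adjusted p = 0.0226, Fisher's exact test). With genes that have a name as background, this excess no longer passed 0.05 (odds ratio 1.64, adjusted p = 0.055). Of the aldicarb members, 39 were lower and 4 higher than control in the authors' deposited table. Among the members called in the most agrichemicals, the glutamate receptor gene *grik4* (GeneID 556582) had log2 fold changes of -0.90 in forchlorfenuron and -0.84 in aldicarb in the authors' deposited table. The calcium channel gene *cacnb2b* (GeneID 558806) had 0.64 and 0.92 in the authors' deposited table. Carbosulfan had 134 members among its DEGs (odds ratio 1.44, adjusted p = 0.0683), of which 111 were higher than control, and Cluster 1 had 96 (odds ratio 1.33, adjusted p = 0.175, Fisher's exact tests). Chlorpyrifos oxon had 2, fewer than the 11.7 expected (odds ratio 0.160, adjusted p = 0.0115, Fisher's exact test).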

Cluster-specific enrichment included neurodevelopmental and neurobehavioral disorder terms in Cluster 8 (forchlorfenuron) and nervous system electrophysiology in Cluster 2 (aldicarb). Overall, both shared and unique pathways were enriched across the clusters. Several disconnected terms in the enrichment network were driven by non-overlapping gene sets. These results highlighted convergence on core biological processes such as cellular stress, compensatory signaling, translation, and neurodevelopment, despite considerable transcriptomic heterogeneity.

**FIGURE 4:**
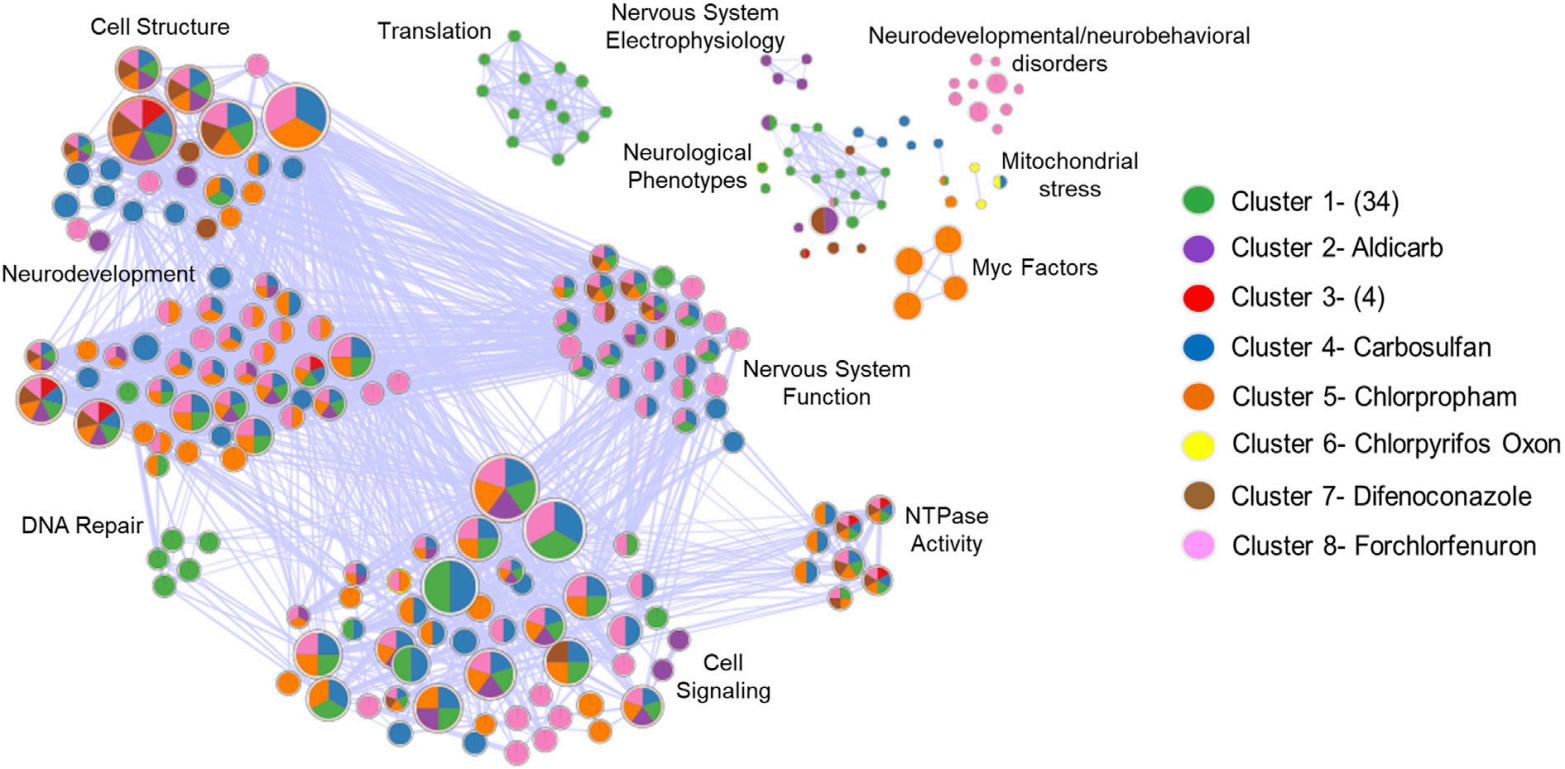
Diverse Transcripts Yield Overlapping Biological Themes. Enrichment map to visualize the GO terms and pathways across the 8 different DEG clusters identified in Figure 3 into a network to identify biological themes across the diverse gene sets. The network shows how genes in these clusters converge on biological processes, as well as those that don’t. Each node represents enriched biological terms, node size reflects gene set size which is the number of genes driving that GO term, pie chart colors correspond to DEG clusters identified in Figure 3 GO term overlap across DEG clusters. Functionally similar terms were grouped and manually annotated into broader biological processes (Cell Structure, Neurodevelopment, etc.).

### 3.4 Functional enrichment analysis revealed agrichemical effects and validated existing data

Enrichment analysis of agrichemicals with significant DEGs identified 726 GO terms (Supplementary Table S4). Ten chemicals (carbosulfan, isoxaben, benodanil, endosulfan, nitrofen, pendimethalin, flumetralin, dazomet, piperonyl butoxide, napropamide) did not lead to significant GO enrichment. 

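Numbers of DEGs were set beside the terms of Supplementary Table S4, which holds 726 terms for 34 agrichemicals. These 34 had a median of 270.5 DEGs in the authors' deposited table, and the 10 agrichemicals without terms had a median of 54. The difference of the mean rank was 9.58 (two-sided permutation p = 0.0386). Carbosulfan, the agrichemical with the most DEGs, is 1 of the 10, and without it the difference was 12.8 (permutation p = 0.00584). Apart from carbosulfan, the agrichemicals without terms had between 19 and 150 DEGs, while the fewest DEGs with a term were 16. When the agrichemicals were split into 3 groups of 15 in order of the library number of the labels, the only batch label used here, 2, 3 and 5 of the 10 fell into the successive groups. The medians with and without terms were 88 and 89.5 in the group with the lowest numbers and 441.5 and 25 in the middle group. They were 310 and 120 in the group with the highest. The lower median without terms was thus absent in the lowest group, and the difference was not tested within groups.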

To identify higher-order patterns, semantic similarity analysis grouped enriched terms into 45 parent terms (Supplementary Table S5). GTPase activator activity and nervous system development were the most frequent parent terms, each appearing 42 times across nine chemicals, with additional parent terms related to cytoskeletal organization and cellular processes. For example, 4,6-dinitro-o-cresol was consistently linked to nervous system development, while chlorpropham was uniquely enriched for *myc* transcription factor and cytoskeletal terms.

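In 4,6-dinitro-o-cresol, for which Supplementary Table S4 lists 59 terms, 49 synapse and ion channel genes were DEGs against 39.2 expected (odds ratio 1.33, adjusted p = 0.237, two-sided Fisher's exact test). The authors' deposited table lists 46 of these as higher than control and 3 as lower. Chlorpropham has 85 terms in Supplementary Table S4. Of its DEGs, 98 belonged to the same family, against 74.3 expected (odds ratio 1.60, adjusted p = 0.0106, Fisher's exact test), and the authors' deposited table lists 91 of them as lower than control and 7 as higher. The neurexin gene *nrxn2a* (GeneID 558326) shows both directions in the authors' deposited table, with a log2 fold change of 0.59 in 4,6-dinitro-o-cresol and -1.13 in chlorpropham. The *myc* terms were not analysed here.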

To validate these findings, we compared our GO terms to those in the Comparative Toxicogenomics Database (CTD). We identified 88 overlapping GO terms across nine chemicals, spanning cellular component (CC), biological process (BP), and molecular function (MF) categories (Supplementary Table S6). CTD contained 21,916 chemical-specific GO terms across 30 chemicals, 15 chemicals either lacked GO term annotations in CTD or could not be found using their CAS registry numbers (Supplementary Table S7). Among the overlapping terms, anatomical structure development and developmental process were the most frequently represented. Abamectin was associated with 757 GO terms in CTD, but no terms were identified in our study due to the absence of differentially expressed genes (DEGs) at the 48 hpf timepoint. Cyfluthrin had the highest number of overlapping GO terms, 59 in total, primarily associated with nervous system development, function and general developmental processes. A second semantic similarity analysis of the 88 overlapping GO terms produced 21 parent terms with cell differentiation identified as a shared parent term across aldicarb, cyfluthrin, difenoconazole, and endrin, though nervous system-related parent terms were not recovered (Supplementary Table S8).

A comparative analysis revealed a distinct emphasis between the datasets. CTD data were most enriched for BMP signaling (720 occurrences across 25 chemicals) and DNA binding (121 occurrences across 23 chemicals), whereas our data uniquely emphasized GTPase activity and nervous system development (Supplementary Table S9). Notably, CTD highlighted immune-related pathways more prominently, while our dataset revealed stronger enrichment for cell structure and cytoskeletal organization. Of the 726 chemical-specific terms identified in our study, 229 originated from non-GO sources (e.g., Human Phenotype Ontology (HP) and KEGG), while the remaining 409 terms were derived from GO categories (BP, MF, CC), indicating associations relative to the CTD.

### 3.5 Gene coexpression network reveals key regulators and distinct functional modules

To identify regulatory relationships beyond individual DEGs, gene co-expression network analysis was performed across all samples. This analysis identified eight distinct modules, each representing genes with significantly correlated expression patterns (Figure 5A). Functional enrichment analysis of the genes within each module revealed distinct GO terms (Table 2). NTPase activity was the most significantly enriched GO term from module 2, while modules 3, 4, and 7 resulted in nervous system-related terms. Module 3 was specifically enriched for neurexin/neuroligin terms driven by two genes-*nlgn3a* and *nlgn1*. These genes also drove synapse and abnormal communication behavior terms in cluster 4 (carbosulfan) from the previous DEG analysis from Figure 3.

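For carbosulfan, the authors' deposited table gives *nlgn3a* (GeneID 562702) a log2 fold change of 0.88 and *nlgn1* (GeneID 100002610) one of 0.65, both with a q-value that rounds to 0. These are neuroligin genes, which encode postsynaptic adhesion proteins. The gene *nlgn3a* was a DEG in 11 agrichemicals, 8 with higher and 3 with lower expression than control, and *nlgn1* in 10, 6 higher and 4 lower. In the authors' deposited table both were higher than control in butafenacil, 4,6-dinitro-o-cresol, chlordane, cyfluthrin and triadimenol. Both were lower in chlorpropham (-0.84 and -1.28), forchlorfenuron (-0.73 and -0.93) and aldicarb (-0.73 and -0.53) in the authors' deposited table. The symbols were assigned by gene identifier from another assembly than the one the authors used, so a change of symbol between paralogs of neuroligin 3 is not excluded.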

**FIGURE 5:**
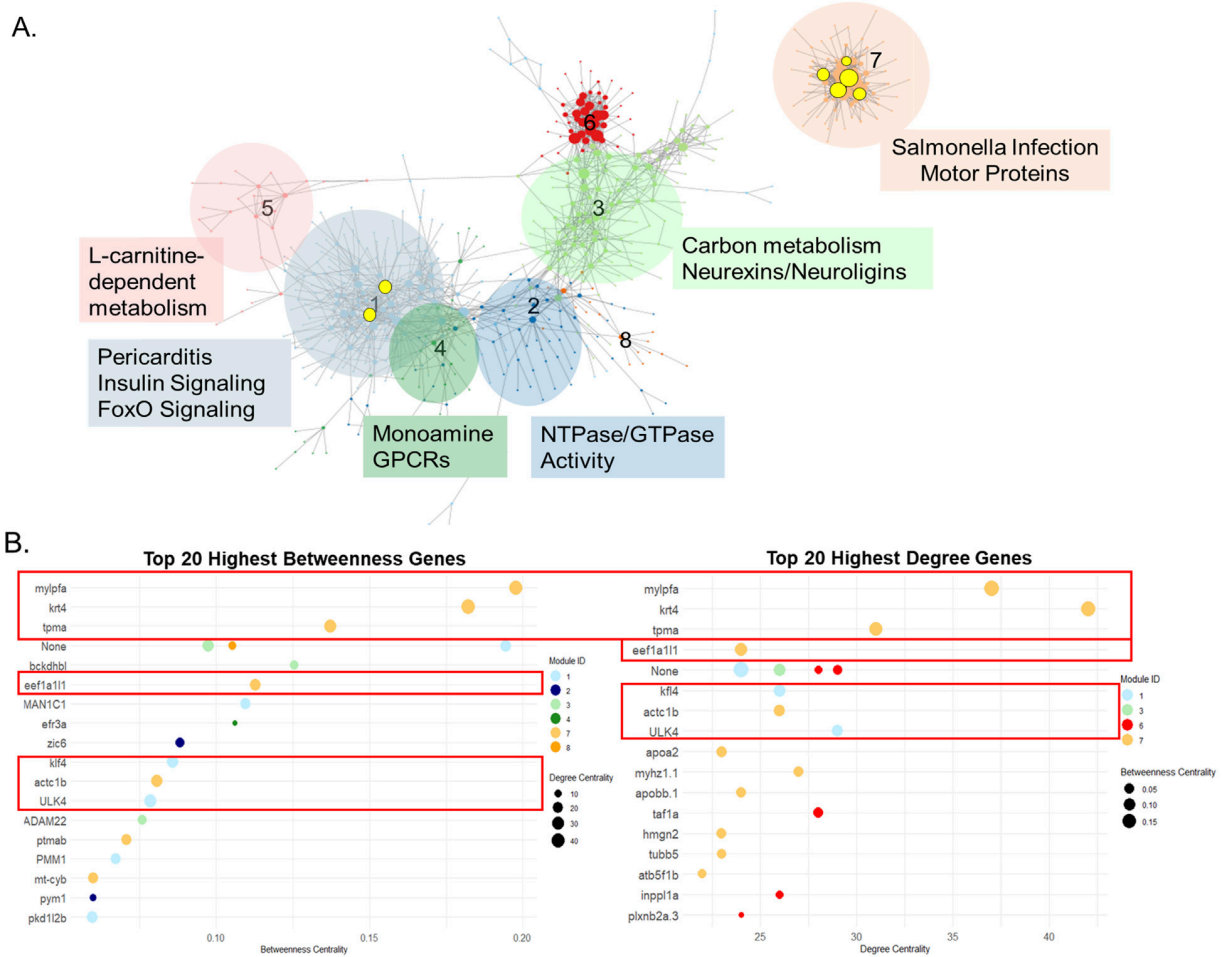
Centrality Analysis Revealed Biologically Relevant Regulatory Genes. **(A)** Gene coexpression network of all 45 chemicals, highly coexpressed genes were grouped into 8 modules. The size of the dot correlates with the degree, number of connections a single gene has to other genes. The black, unhighlighted text refers to the GO terms that resulted from functional enrichment analysis for the genes contained within each module. The yellow highlighted texts are the gene names of most central genes according to centrality metrics and the yellow circles are the associated genes. **(B)** Top 20 highest betweenness and degree genes found in the gene coexpression network. The red boxes indicate the same genes found between both metrics, which also appear highlighted in the coexpression network.

**TABLE 2:** Gene coexpression network module information which includes module ID, the number of nodes within each module, the module color, the enriched functions, and the adjusted p-value and functional enrichment score.

Module ID	# of nodes	Module color	Enriched function(s)	Adjusted p-value	Functional enrichment
1	209		FoxO signaling pathway	0.02	5.61
			Insulin signaling pathway	0.02	5.61
			Constrictive pericarditis	0.05	170.48
			Osteoarthritis of the elbow	0.05	170.48
			Generalized morning stiffness	0.05	170.48
			Flattened metacarpal heads	0.05	170.48
2	63		GTPase regulator activity	0.02	20.22
			nucleoside-triphosphatase regulator activity	0.02	20.22
			small GTPase-mediated signal transduction	0.03	26.96
3	137		Carbon metabolism	0.02	9.70
			Neurexins and neuroligins	0.04	81.89
4			Monoamine GPCRs	0.05	81.59
5	25		Effect of L carnitine on metabolism	0.05	81.59
6	48		-	-	-
7	81		Motor proteins	0.00	10.08
			Salmonella infection	0.00	4.75
8	18		-	-	-

Network centrality analysis identified seven central genes in the coexpression network based on centrality metrics (betweenness and degree) (Figure 5B). Functional enrichment analysis of these seven genes yielded only a single pathway - cardiac muscle contraction - driven by *tpma* and *actc1b*, suggesting limited functional overlap when considered as a group. However, module-specific analysis revealed more distinct functional roles. Five of the seven central genes were in module 7, which was enriched for cytoskeletal and host-response pathways (e.g., *salmonella* infection, motor protein activity). All five central genes (*mylpfa, krt4, tmpa, eef1a1l1, actc1b*) located in module 7 were associated with cytoskeletal organization, calcium signaling, or GTP-dependent protein synthesis-key pathways regulating cytoskeletal structure and function. The remaining two genes were in module 1, which was enriched for inflammatory and metabolic signaling pathways, including *foxO* signaling, insulin signaling, and pericarditis. The most central genes found in module 1, *klf4* and *ulk4*, were associated with LEF-1 transcription factor processes (lymphoid enhancer-binding factor 1). LEF-1 is a key regulator of *wnt* and beta-catenin signaling-pathways critical for development, cell proliferation, and differentiation.

### 3.6 Chemical coexpression network clustering highlighted transcriptomic groupings beyond subclass distinctions

To complement gene coexpression analysis and to examine global transcriptomic similarities among agrichemicals, we constructed a chemical coexpression network from the same normalized gene expression data as was used for the gene co-expression network (Figure 6). Here, instead of genes linked based on their similar expression profiles across chemicals, chemicals were linked in a network based on similar expression patterns of the gene responses to the chemicals. This approach aimed to identify shared transcriptomic responses that might indicate common mechanisms of action across the tested agrichemicals.

**FIGURE 6:**
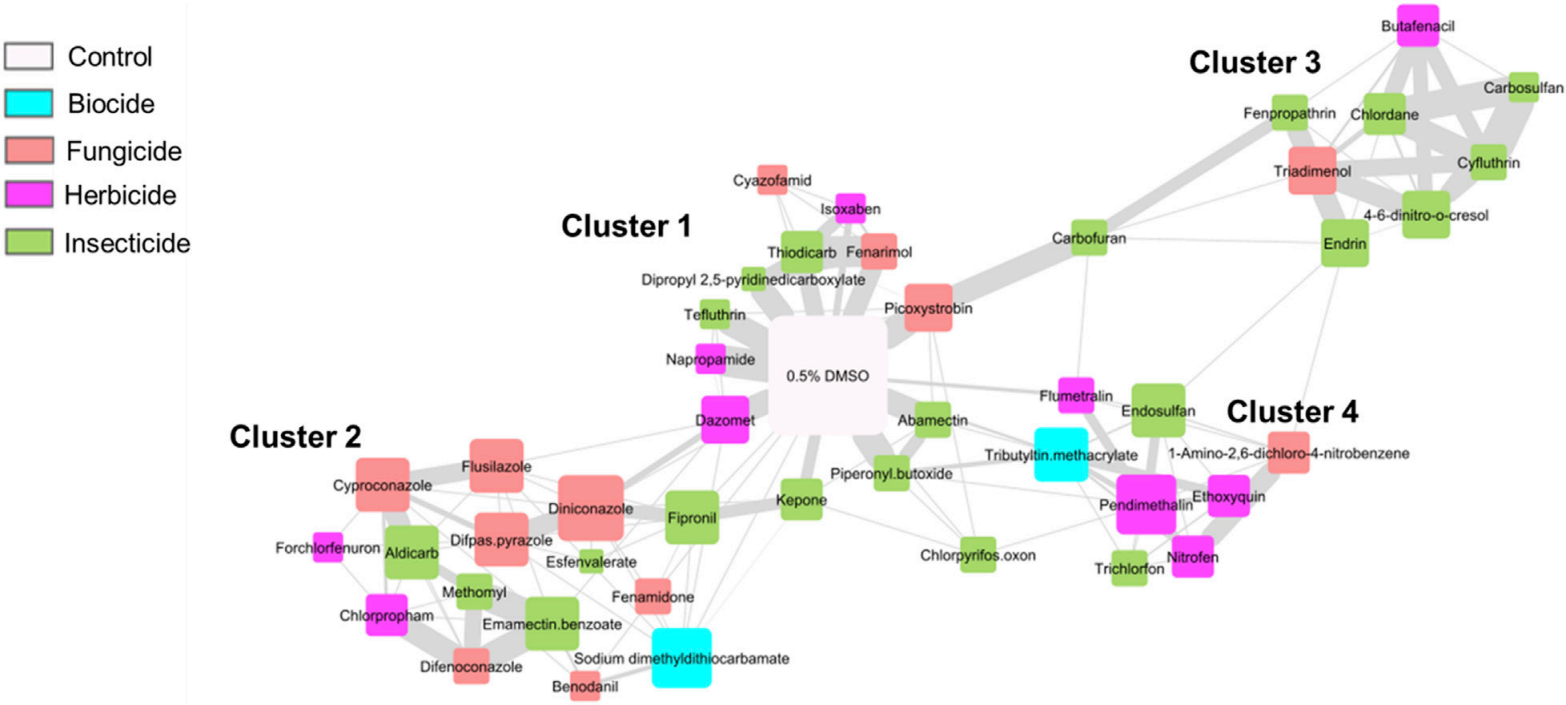
Chemical Coexpression Network Identified Chemical Clusters Based On Gene Expression Profiles. Chemical coexpression network of all 45 agrichemicals, grouped into 4 distinct clusters. Node size reflects degree (number of connections), and edge thickness indicates strength of coexpression (edge weight). Node colors correspond to chemical subclasses. The 0.5% DMSO control represents the global control, positioned at the center of the network (white node).

The network analysis revealed four distinct chemical clusters with varying degrees of transcriptomic perturbation. Cluster 1 was closely associated with the DMSO controls, indicating minimal transcriptomic effects from these chemicals at this single developmental timepoint. Cluster 2 comprised 15 chemicals, with fungicides representing the most abundant subclass (seven chemicals). Cluster 3 included eight chemicals, with six of them being insecticides. Notably, four chemicals within Cluster 3—butafenacil, 4,6-dinitro-o-cresol, chlordane, and cyfluthrin—also exhibited a shared set of 479 DEGs in the hierarchical clustering analysis (Section 3.3; Figure 3), confirming their transcriptomic similarity across different analytical methods. Cluster 4 consisted of eight chemicals, half of which were herbicides.

Two chemicals - chlorpyrifos oxon and carbofuran - did not cluster with any group, due to their highly divergent expression profiles. These chemicals also demonstrated unique transcriptomic patterns in the DEG analysis and showed abnormal phenotypes in ≤50% of animals (50 and 37.5, respectively).

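Chlorpyrifos oxon had 459 DEGs and carbofuran 195 in the authors' deposited table. For 152 DEGs of chlorpyrifos oxon (33.1%) and 18 of carbofuran (9.23%), no other agrichemical had a call. The DEG set nearest to that of chlorpyrifos oxon was that of methomyl, at a Jaccard index of 0.0734. For carbofuran the nearest was tefluthrin, at 0.0887 with 22 shared DEGs. The 42 agrichemicals with at least 20 DEGs were ordered by their index with the nearest other set. Chlorpyrifos oxon ranked 9 from the lowest and carbofuran 14. The agrichemicals ranked lower than chlorpyrifos oxon had between 25 and 150 DEGs, and a small set limits the index with a larger one. Among agrichemicals with more than 150 DEGs, chlorpyrifos oxon had the lowest index with its nearest set, followed by cyazofamid at 0.0746. The authors' deposited table lists 353 of the chlorpyrifos oxon DEGs (76.9%) as higher than control, and its lowest log2 fold change for this agrichemical was -4.98 for *tuba8l5* (GeneID 792024). For carbofuran, the authors' deposited table has 42.1% of the DEGs higher than control, with log2 fold changes from -4.17 (GeneID 103911618) to 2.00 (GeneID 110437905). The normalized expression behind the chemical coexpression network was not analysed here.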

Chemical clustering patterns did not align strictly with chemical subclass designations. Each cluster resulted from chemicals in at least three of the four subclasses tested, indicating that transcriptomic similarity was not solely driven by chemical subclass but likely reflected shared biological responses or molecular targets.

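Similarity of DEG sets was compared within and between subclasses for the 42 agrichemicals with at least 20 DEGs. The mean Jaccard index was 0.0461 over the 274 pairs of the same subclass and 0.0384 over the 587 pairs of different subclasses, a difference of 0.00767 (two-sided p = 0.0887, permuting subclasses over agrichemicals). It was 0.00226 among the 28 agrichemicals with at least 100 DEGs (permutation p = 0.819), and the difference of the overlap coefficient was 0.0280 (permutation p = 0.166). With the Pearson correlation of the log2 fold changes, the difference was 0.0143 and passed 0.05 (permutation p = 0.0384). Within the 3 groups of 15 by library number, it was 0.00549 (permutation p = 0.544), -0.00383 (permutation p = 0.854) and 0.0376 (permutation p = 0.0287) by the Jaccard index, with 14 agrichemicals in each that had at least 20 DEGs. Permuting subclasses only within these groups gave p = 0.11 for the pooled difference. From the mixture of subclasses in each cluster of its network, the paper reasons that subclass alone did not drive similarity, and it proposes shared biological responses or molecular targets.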

## 4 Discussion

Our transcriptomic analysis revealed distinct and shared transcriptional responses to a diverse panel of developmentally toxic agrichemicals, offering insights into potential mechanisms of toxicity. The identification of 8,546 DEGs highlighted the sensitivity of early development to chemical exposure, though linking molecular changes to phenotypic outcomes proved more complex than expected.

### 4.1 Temporal dynamics of phenotypic anchoring and transcriptomic responses

For some chemicals there was no correlation between the percent incidence of malformation at 120 hpf and the number of DEGs identified at 48 hpf. For instance, endosulfan and forchlorfenuron induced morphological effects in 81.25% of exposed animals by 120 hpf but resulted in 7 and 1,872 DEGs at 48 hpf, respectively. This disconnect suggested that the molecular mechanisms driving developmental toxicity involved distinct temporal patterns and dose-response dynamics, aspects that were not adequately captured by measuring DEGs at a single timepoint (White et al., 2017). 

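Across the 45 agrichemicals, the number of DEGs in the authors' deposited table was set against the any-effect incidence of Supplementary Table S2, which is given as a percentage of exposed animals. Spearman's rho was -0.0783 (two-sided permutation p = 0.609, adjusted 0.609) and Pearson's r was 0.0353 (permutation p = 0.826, adjusted 0.847), with adjustment by Benjamini-Hochberg over the 5 forms of the relation that were computed. Without the 2 agrichemicals farthest from the median incidence, rho was -0.103 and r was 0.0881. Within the 3 groups of 15 by library number, rho was -0.130, 0.00365 and -0.0466, and r was 0.0130, -0.0176 and 0.0884. Leaving out the agrichemicals at or below 50% incidence gave a rho of -0.112, and counting only DEGs with an absolute log2 fold change of at least 1 gave -0.175. The sign of rho changed when mortality (0.176) or nominal concentration (0.152) took the place of incidence, and none of the 5 passed 0.05. The paper chose concentrations to give a high incidence where possible, and 37 of the 45 agrichemicals were above 50%. This narrows the range of incidence, so these values do not decide whether the number of DEGs follows severity. At an incidence of 100%, the numbers of DEGs in the authors' deposited table ran from 0 in abamectin to 2,228 in cyfluthrin, while 4,6-dinitro-o-cresol had 1,543 at 12.5%.

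**Figure D2:**
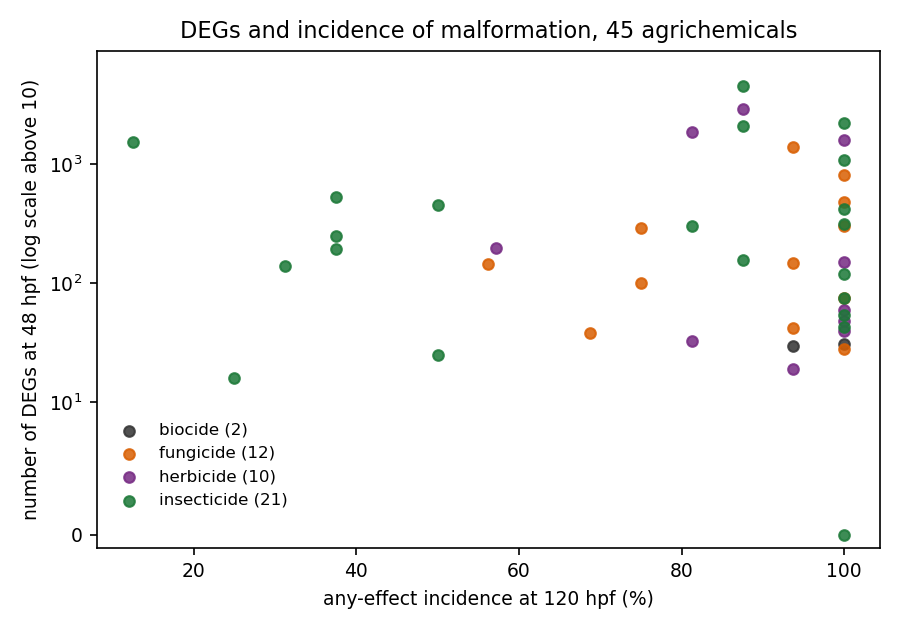
Number of DEGs at 48 hpf (y axis, logarithmic above 10) against the any-effect incidence at 120 hpf in percent (x axis), with 1 point for each of the 45 agrichemicals, coloured by subclass. Points at 100% incidence run from 0 to 2,228 DEGs.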

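The authors' deposited table lists 120 DEGs for endosulfan, 7 higher and 113 lower than control, and Supplementary Table S2 gives an any-effect incidence of 100% for it. For forchlorfenuron, the authors' deposited table lists 1,872 DEGs, 595 higher and 1,277 lower, and Supplementary Table S2 gives 81.25%. The log2 fold changes of endosulfan ran from -2.19 for *kpnb3* (GeneID 569455) to 1.59 for *kcnip4a* (GeneID 100536963) in the authors' deposited table, and their median absolute value was 0.73, against 1.05 for forchlorfenuron. With an absolute log2 fold change of at least 1, endosulfan had 14 DEGs and forchlorfenuron 1,041, and with a q-value of at most 0.01 they had 14 and 872. Of the endosulfan DEGs, 45 were shared with ethoxyquin, its nearest agrichemical at a Jaccard index of 0.165, and 2 were called in no other agrichemical.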

Several factors might have contributed to this phenomenon: differential chemical bioavailability and accumulation kinetics, metabolism, and the possibility that the molecular targets were not expressed until after the 48 hpf timepoint (Rericha et al., 2024). The selection of the 48 hpf timepoint was intended to target a developmental stage prior to the appearance of overt phenotypic abnormalities observed at 5 dpf, with the goal of identifying molecular events underlying the subsequent morphologies. Nonetheless, this time point may, in certain instances, precede critical developmental processes and thus limit detection of relevant molecular profiles. For instance, while most chemicals induced robust gene expression changes by 48 hpf, the absence of DEGs for abamectin at this timepoint suggested a later developmental window for its mechanism of action (MoA). This interpretation was supported by previous studies demonstrating abamectin-induced expression of apoptotic and inflammation-related genes in zebrafish at 96 hpf, and ossification-related genes at 14 days post fertilization (dpf) (Zhang et al., 2025; Wang et al., 2025). The delayed transcriptomic response pattern observed for several chemicals, particularly those grouped around the DMSO node in the chemical coexpression network in Figure 6, indicated that comprehensive toxicological assessments may require sampling across multiple developmental timepoints (Rericha et al., 2024).

In addition, gene expression data were generated using a single EC for each agrichemical. Although this approach facilitates comparative analysis, limiting sampling to one concentration could underrepresent the full molecular response space, particularly at lower or higher exposure concentrations where important molecular changes may emerge.

Finally, it is possible that some chemicals exert their effects through post-transcriptional mechanisms or by disrupting protein function directly rather than through gene expression changes. These findings highlight the benefits of integrating multiple endpoints and timepoints when characterizing chemical modes of action.

### 4.2 Transcriptomic clustering revealed functional overlap among structurally unrelated compounds

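Pairs of DEG sets were compared for the 42 agrichemicals with at least 20 DEGs. Over the 861 pairs, the median Jaccard index was 0.0236, 54 pairs shared no DEG, and 22 pairs reached an index of 0.2 or more. The highest index was 0.387, between chlordane and cyfluthrin with 1,201 shared DEGs. The mean index was 0.0408, against a mean of 0.0192 and a highest of 0.0204 in the simulations of unchanged groups that share the control libraries. The simulations treat genes as independent and equal in variance. A higher index than simulated therefore does not by itself mean that agrichemicals had a like effect. The direction of shared DEGs differed widely between pairs. Over the 320 pairs with at least 20 shared DEGs, 59.8% of the 53,628 shared calls had the same sign in both agrichemicals, against 71.4% on average and 73.1% at most in the simulations. With an absolute log2 fold change of at least 0.58 in both, the share was 61.2%. The median of the pairs was 85.5%, and 67 pairs had every shared DEG in the same sign. In 116 pairs, fewer than 50% of the shared DEGs had the same sign, whereas the simulations gave at most 1 such pair. Of the DEGs that carbosulfan and chlorpropham shared, 1.85% had the same sign.

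**Figure D3:**
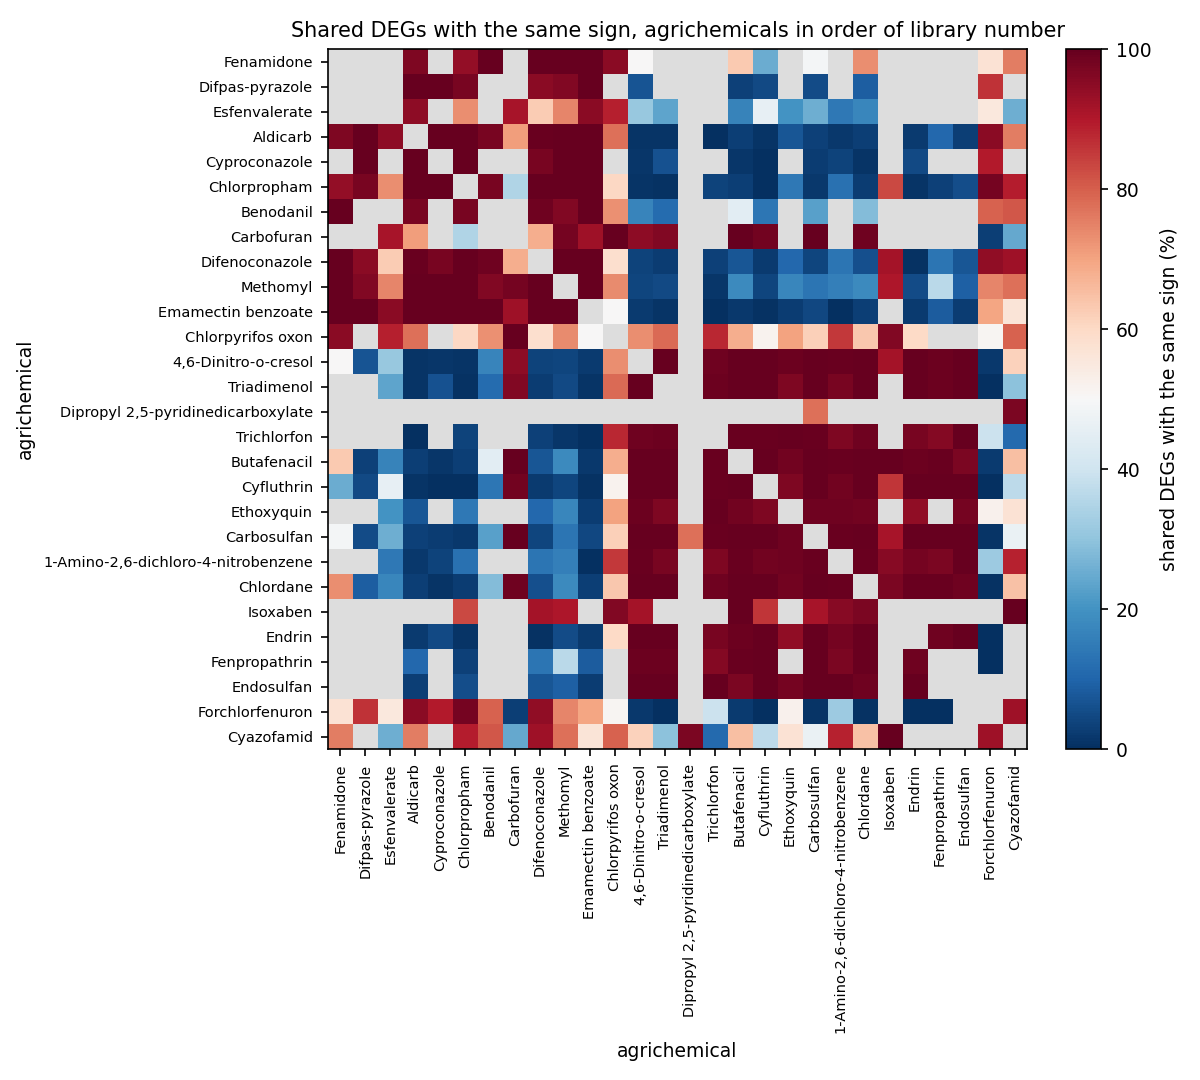
Share of shared DEGs with the same sign in percent (colour) for pairs of agrichemicals with at least 20 shared DEGs. Both axes list agrichemicals in order of their library number, and grey marks pairs with fewer shared DEGs. The median difference in library number was 279.75 for pairs with fewer than 50% in the same sign (blue) and 114.25 for the others, and some blue fields lie between near numbers.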

DEG clustering analysis revealed that most agrichemicals displayed highly divergent expression profiles, supporting chemical-specific modes of action. However, a subset of chemicals: butafenacil, 4,6-dinitro-o-cresol, chlordane, cyfluthrin, produced a coherent transcriptomic cluster, sharing a core set of DEGs enriched for processes like *erbB* signaling and anatomical structure development (Supplementary Figure S3). This shared profile was also reflected in our chemical coexpression network, which grouped these four compounds based on overall gene expression similarity despite their structural and mechanistic diversity. 

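Among the DEGs shared by these 4 agrichemicals, the uncharacterized gene si:dkey-1c7.3 (GeneID 100331025) had the highest mean, with log2 fold changes between 1.46 and 1.72 in the authors' deposited table. The next were GeneID 564935, between 1.24 and 1.40, and *asz1* (GeneID 572911), between 1.05 and 1.33 in the authors' deposited table. The lowest means belonged to *mlx* (GeneID 554119), with values from -1.24 to -1.67 in the authors' deposited table, *pth4* (GeneID 101886149), from -1.34 to -1.57, and GeneID 103911652, from -1.26 to -1.69. Single agrichemicals had larger changes. The lowest log2 fold changes in the authors' deposited table were -6.61 for *fbxo3* in chlordane, -4.29 for *hbae3* (GeneID 30601) in butafenacil, -3.46 for *insb* (GeneID 566735) in cyfluthrin and -3.35 for *rbfox1l* (GeneID 407613) in 4,6-dinitro-o-cresol. The highest ones were 2.52 and 2.00 for GeneID 110438195 in cyfluthrin and chlordane, 2.14 for LOC108183680 in butafenacil and 1.82 for GeneID 108191484 in 4,6-dinitro-o-cresol in the authors' deposited table. By pairs, the Jaccard indices of butafenacil and of 4,6-dinitro-o-cresol with cyfluthrin, their nearest agrichemical, were 0.330 and 0.355.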

Among the three insecticides and one herbicide, they differed substantially in both chemical structure and their intended biological targets. Butafenacil targets protoporphyrinogen oxidase (PPO), essential for chlorophyll synthesis in plants and heme synthesis in animals; 4,6-dinitro-o-cresol uncouples oxidative phosphorylation; chlordane antagonizes GABA receptors; and cyfluthrin inhibits sodium channels (Leet et al., 2015; Atsdr, 2018; Dodmane and Koshlukova, 2024; Elyazar et al., 2011). While chlordane and cyfluthrin act directly on the nervous system - affecting both target and non-target organisms - butafenacil, through PPO inhibition, can disrupt heme synthesis and induce anemia in developing zebrafish. Similarly, 4,6-dinitro-o-cresol impairs mitochondrial ATP production, impacting energy metabolism across taxa (Leet et al., 2014). In our study, butafenacil’s impact on heme synthesis was captured by enrichment of metal ion binding terms, consistent with previous findings (Supplementary Table S3) (Leet et al., 2015). 

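In butafenacil, the authors' deposited table gives the embryonic alpha globin gene *hbae3* the lowest log2 fold change of all DEGs, the embryonic beta globin gene *hbbe2* (GeneID 405772) one of -3.61 and *alad* (GeneID 550338) one of -1.80. The enzyme encoded by *alad* acts early in heme synthesis. Reads of the closely related globin genes can be split between them by the counting, which makes the values of single globin genes uncertain. In the authors' deposited table *alad* was lower than control in 9 agrichemicals, with -2.81 in carbosulfan, -2.51 in flumetralin and -2.48 in picoxystrobin, and *hbae3* was also lower in carbosulfan (-2.22) and *hbbe2* in 4,6-dinitro-o-cresol (-3.33). A heme and erythroid gene list fixed before the data were examined had 9 members. These were called in 2.22 agrichemicals on average, against 2.98 for random lists of the same size (one-sided p = 0.808 over 10,000 random lists). This asks whether the list recurs across agrichemicals, so it does not bear on butafenacil alone. An excess of the list among the butafenacil DEGs was not tested.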

The intended target, alone, did not predict toxicological outcome, particularly during the sensitive period of embryonic development and highlighted the need for comprehensive mechanistic characterization across structurally diverse compounds.

### 4.3 Cytoskeletal disruption as a common downstream pathway

The convergence of multiple pesticides on motor protein-related biological processes was revealed through GO enrichment and gene coexpression network analysis. A key coexpression module (module 1) enriched for motor protein function and contained highly central genes involved in cytoskeletal organization and muscle morphogenesis (e.g., *krt4, tpma, actc1b, mylpfa*), suggesting that disruption of cytoskeletal dynamics represents a common biological disruption that is critical in neurodevelopment (Tang and Jin, 2018). This convergence was exemplified by two structurally related carbamates, carbofuran and chlorpropham, which produced remarkably similar biological signatures despite targeting different molecular pathways. 

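Carbofuran and chlorpropham had 57 DEGs in common, 29.2% of the carbofuran DEGs, which gives a Jaccard index of 0.0186. Randomizations that kept the calls of each gene and each agrichemical gave 113 shared DEGs on average, with an SD of 6.86 over the 1,000 randomizations. Of the 57, 20 (35.1%) had the same sign in both agrichemicals. The most extreme log2 fold changes of chlorpropham in the authors' deposited table were 3.61 for LOC100334439 and -5.27 for *pkmb* (GeneID 445094).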

While carbofuran inhibits acetylcholinesterase (AChE), chlorpropham acts primarily as a microtubule inhibitor (Veras et al., 2024; Lee et al., 2020; Campbell et al., 2010). Yet both chemicals led to enrichment of GO terms associated with motor proteins and cytoskeletal function, with carbofuran showing enrichment for pathways linked to concentric hypertrophic cardiomyopathy, a phenotype previously linked to motor protein disruption (Herron et al., 2008; Hein et al., 2000). 

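Motor protein and cytoskeleton genes made up 13 of the 195 DEGs of carbofuran, against 2.56 expected (odds ratio 5.95, adjusted p = 4.57e-05, two-sided Fisher's exact test), and the authors' deposited table lists all 13 as lower than control. In chlorpropham, 33 of the 2,928 DEGs were members, against 38.4 expected (odds ratio 0.799, adjusted p = 0.563, Fisher's exact test). The authors' deposited table lists 25 of these as lower and 8 as higher. The 2 agrichemicals had 2 members in common. The fast muscle myosin light chain gene *mylpfa* is 1 of them, with a log2 fold change of -2.22 in carbofuran and -1.17 in chlorpropham in the authors' deposited table. For carbofuran, the authors' deposited table also has *tpma* (GeneID 30324) at -1.68, *actc1b* (GeneID 58114) at -1.55 and *tubb5* (GeneID 386701) at -1.44. The paper reasons from the enriched terms of both agrichemicals that they converge on the cytoskeleton despite different molecular targets.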

Structural similarity (two carbamates) did not result in mechanistic equivalence at the molecular target level but did converge on disruption of the cytoskeleton. This bodes well for predictive toxicology whereby a structurally rich and diverse database of vertebrate bioactivity should identify the hazard liability of new structures, ideally without animal testing.

Notably, chlorpropham was unique in enriching for functional terms related to *myc* (also known as *mych* in zebrafish), a transcription factor critical for regulating cell growth, which was not observed with any other compound in this study (Hong et al., 2008). The cytoskeletal convergence extended beyond carbamates to include chemicals from distinct chemical subclasses and intended targets: chlordane, tefluthrin, fenamidone, and picoxystrobin, all disrupted motor protein and cytoskeletal pathways. 

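In tefluthrin, 8 of the 75 DEGs were motor protein and cytoskeleton genes, against 0.983 expected (odds ratio 9.61, adjusted p = 0.000117, two-sided Fisher's exact test). Fenamidone had 7 of 100, against 1.31 expected (odds ratio 5.98, adjusted p = 0.00517, Fisher's exact test). Picoxystrobin had 3 of 42, against 0.550 expected (odds ratio 5.92, p = 0.0174, adjusted p = 0.0916, Fisher's exact test), which did not pass 0.05 after adjustment. Chlordane had 19 of 2,079, fewer than the 27.2 expected (odds ratio 0.632, adjusted p = 0.224, Fisher's exact test). Every called member was lower than control in tefluthrin, fenamidone and picoxystrobin, while in chlordane 10 were higher and 9 lower in the authors' deposited table. The gene *tubb5* had log2 fold changes of -1.76 in tefluthrin, -2.77 in fenamidone and -1.67 in picoxystrobin in the authors' deposited table, and *actc1b* had -1.11, -1.09 and -1.04, and -0.70 in chlordane. For *mylpfa*, the authors' deposited table has -1.75 in tefluthrin and -1.57 in fenamidone.

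**Figure D4:**
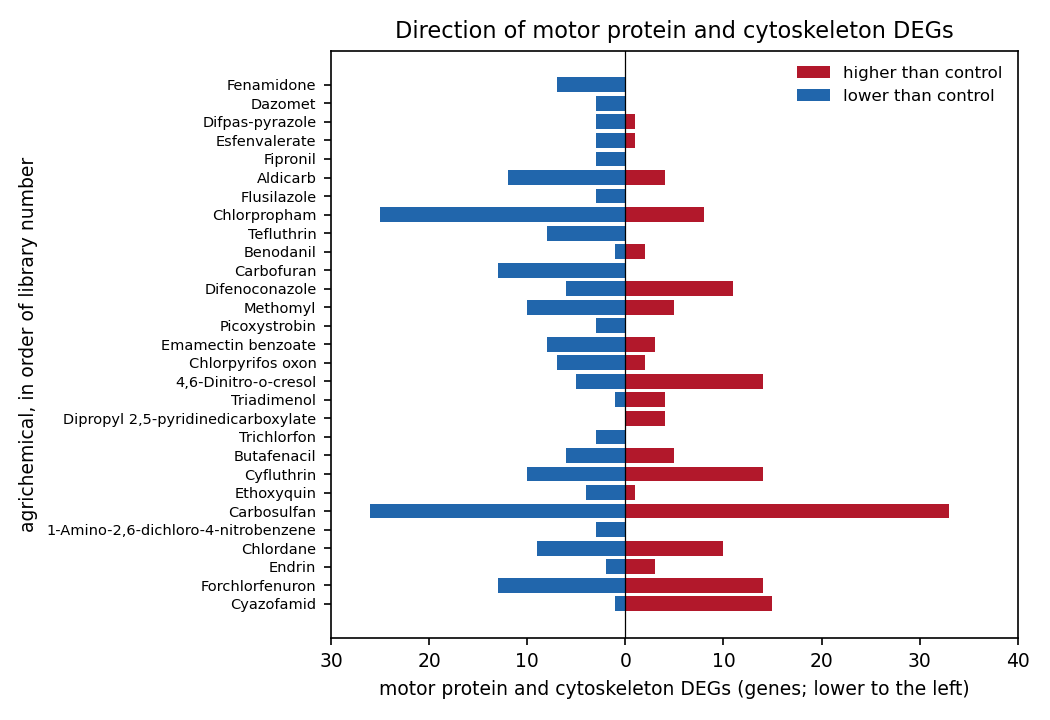
Number of motor protein and cytoskeleton DEGs (x axis, genes) that were higher (red, right) and lower (blue, left) than control, for agrichemicals in order of their library number (y axis, lowest at the top). All 13 in carbofuran, 8 in tefluthrin and 7 in fenamidone lie to the left.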

Comparisons with CTD data revealed that while fenamidone and picoxystrobin were associated with some cytoskeletal-related terms, none of the four showed enrichment for motor protein-related terms, a novel insight of our developmental transcriptomic approach (Supplementary Table S9). The convergence suggested that structurally diverse chemicals can induce similar downstream phenotypes through varied mechanisms, possibly involving calcium signaling, oxidative stress, or energy disruption (Hepler, 2016; Myers and Casanova, 2008). Agrichemical developmental toxicity is complex. Structurally similar compounds (like carbofuran and chlorpropham) can act through divergent molecular targets to ultimately perturb the same cellular processes, while structurally unrelated compounds can converge on similar developmental outcomes.

### 4.4 Integrated analysis reveals convergent neurodevelopment disruptions

The integration of differential gene expression analysis with coexpression network modeling revealed that agrichemical exposure predominantly perturbed neurodevelopment processes, cellular metabolism and signaling homeostasis. 

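Over the genes of the authors' deposited table, the 217 synapse and ion channel genes were called in 3.62 agrichemicals on average, against 2.98 for random lists of the same size (one-sided p = 0.0003 over 10,000 random lists, adjusted p = 0.0033 by Benjamini-Hochberg over 11 gene lists). Members often moved together, with 81 of 90 lower than control in forchlorfenuron and 111 of 134 higher in carbosulfan. Genes of random lists need not move together, so the p-value can be too small. The test of gene lists called 3 of 20 simulated data sets without an effect, and the lists were not matched on gene length. The direction of the synapse and ion channel genes differed between agrichemicals. Of the members called in at least 10 agrichemicals, *cacnb2b* was higher than control in all 14 of its agrichemicals in the authors' deposited table. In the same counts of the authors' deposited table, *grik4* was higher in 5 and lower in 7, *syn2b* (GeneID 641578) higher in 3 and lower in 8, and *nrxn2a* higher in 5 and lower in 5.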

GO enrichment analysis identified significant disruption of neuronal development and synaptic function, including neurogenesis, neuron projection development, synaptic signaling, and dendritic organization (Supplementary Table S4; Figure 4). These findings were reinforced by coexpression modules enriched for neuroligin/neurexin interactions and monoaminergic G protein-coupled receptors, suggesting potential disruption of neurotransmission and synaptic connectivity (Liu et al., 2022; Meriney and Fanselow, 2019).

The analysis also revealed perturbation of intracellular regulatory pathways, including small GTPase activity, NTP regulation, and signaling cascades involving *foxO*, *erbB*, and insulin signaling. 

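The 152 regulators of small GTPases were called in 3.47 agrichemicals on average, against 2.98 for random lists (one-sided p = 0.0172, adjusted p = 0.0946), and the 74 ErbB family genes in 3.30 (one-sided p = 0.16, adjusted p = 0.44), from the same 10,000 random lists. Among the GTPase regulator genes, *mcf2l2* (GeneID 100149630) was higher than control in 5 agrichemicals and lower in 8 in the authors' deposited table. From the ErbB family, *mtor* (GeneID 324254) was higher in 12 and lower in 5 in the authors' deposited table. Genes of *foxO* and insulin signaling were not tested as families here.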

Structural and morphogenetic processes including cytoskeletal dynamics, motor protein function, and cell adhesion were also implicated across multiple chemicals, indicating possible effects on cell shape, polarity, and migration during critical developmental windows. Beyond neurodevelopmental pathways, module-specific enrichment for L-carnitine metabolism, carbon metabolism, and pericarditis suggested broader systemic impacts, including potential metabolic and cardiovascular effects (Virmani and Cirulli, 2022). Enrichment of the GO term *salmonella* infection in module 7 likely reflected disruption of immune and inflammatory pathways, rather than an actual infection, and may indicate broader immune signaling perturbations alongside other key biological processes. Many of the agrichemicals exerted pleiotropic effects, with neurodevelopmental disruption as the primary consequence and metabolism signaling homeostasis as secondary targets.

### 4.5 Novel insights beyond developmental transcriptomics

Our developmental zebrafish transcriptomic approach revealed insights that extended beyond existing toxicogenomic knowledge. Comparison with the CTD identified 88 overlapping GO terms confirming that our approach effectively recapitulated known biology. We also discovered 409 additional GO terms not previously linked to these chemicals in CTD. This suggested that over 56% of our identified terms were novel associations. The most significant terms related to GTPase activator activity and nervous system development emerged as prominent parent categories in our data but were underrepresented in CTD, suggesting that our approach offered complementary insights, particularly regarding neurodevelopmental pathways.

The divergence between our findings and CTD was pronounced in biological emphasis: while CTD was enriched for terms related to immune signaling and BMP pathways, our dataset was dominated by effects on cytoskeletal organization and nervous system development. This divergence reflects the unique sensitivity of the developing zebrafish model to capture early transcriptional events that precede morphological changes, as well as the temporal specificity of our 48 hpf sampling timepoint. The absence of nervous system terms in the overlap with CTD suggested that many neurodevelopmental effects captured in our dataset represent previously uncharacterized mechanisms of agrichemical toxicity. The developmental zebrafish would seem to have adequate capacity to reveal both mechanistic diversity and biological convergence. We believe there is added value to a standardized developmental transcriptomic platform for identifying mechanistic pathways that would likely be missed with traditional toxicological approaches.

### 4.6 Implications for chemical classifications and risk assessment

Our findings challenge conventional approaches to agrichemical classification and risk assessment that rely primarily on intended target mechanisms. The observation that structurally similar compounds produced divergent transcriptional responses, while structurally dissimilar compounds could perturb shared developmental and transcriptional responses, demonstrates the limitations of current classification schemes. For example, while carbamate insecticides are traditionally grouped by their cholinesterase inhibition mechanism, this fails to capture the broader spectrum of developmental effects observed across different carbamates (Ahmad et al., 2024). Similarly, potency variation within a class can be substantial, as observed previously with different cholinesterase inhibitors (Risher et al., 1987).

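Carbamates were represented by carbosulfan, carbofuran, aldicarb and methomyl among others, where the authors' deposited table lists 1,078 DEGs for aldicarb and 536 for methomyl. The direction of their shared DEGs differed by pair. Of the 633 DEGs shared by aldicarb and carbosulfan, 3.16% had the same sign in both, and of the 309 shared by carbosulfan and methomyl, 13.6%. All 209 shared by aldicarb and methomyl and all 116 shared by carbofuran and carbosulfan had the same sign. The median library numbers of the labels were 123 for aldicarb, 207.5 for carbofuran, 257.5 for methomyl and 492.5 for carbosulfan.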

A reductionist approach of broad intended target classifications hinders research like ours that can inform the development of more sophisticated classification systems based on nuanced transcriptional changes and biological outcomes.

## 5 Conclusion

We demonstrated the value of phenotypically anchored transcriptomic analysis in developing zebrafish to more comprehensively identify the mechanisms of agrichemical toxicity. We observed complex patterns where structurally similar compounds exhibited divergent transcriptional responses, while unrelated chemicals modulated shared biological pathways, particularly those involved in neurodevelopment and cytoskeletal organization.

Our findings highlight the utility of comparative transcriptomics to both validate known toxicological mechanisms and to uncover previously uncharacterized biological responses. Comparison with existing toxicogenomic databases revealed that our developmental transcriptomic approach identified 409 novel chemical-GO term associations, representing a 56% expansion beyond current knowledge. The predominant enrichment of neurodevelopmental and cytoskeletal terms in our dataset, compared to immune and BMP signaling pathways in existing databases, underscored the unique sensitivity of early developmental stages to chemical perturbation.

These findings have significant implications for chemical risk assessment. The convergence of diverse agrichemicals on shared developmental pathways suggested that current approaches underestimate developmental hazard. Our results support pathway-based chemical classification to identify chemicals with similar biological effects regardless of structural similarity. Our study provides a foundation for more mechanistically informed approaches to chemical safety assessment and being in a fish model, is a significant step toward elimination of mammalian testing while improving hazard detection.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: Phenotypically anchored transcriptomics across diverse agrichemicals reveals conserved pathways and unique gene expression signatures in zebrafish
**Source:** Front Toxicol. 2025 Oct 17;7:1675060. doi: 10.3389/ftox.2025.1675060
**Supplement:** Supplementary file 10

Supplementary Material

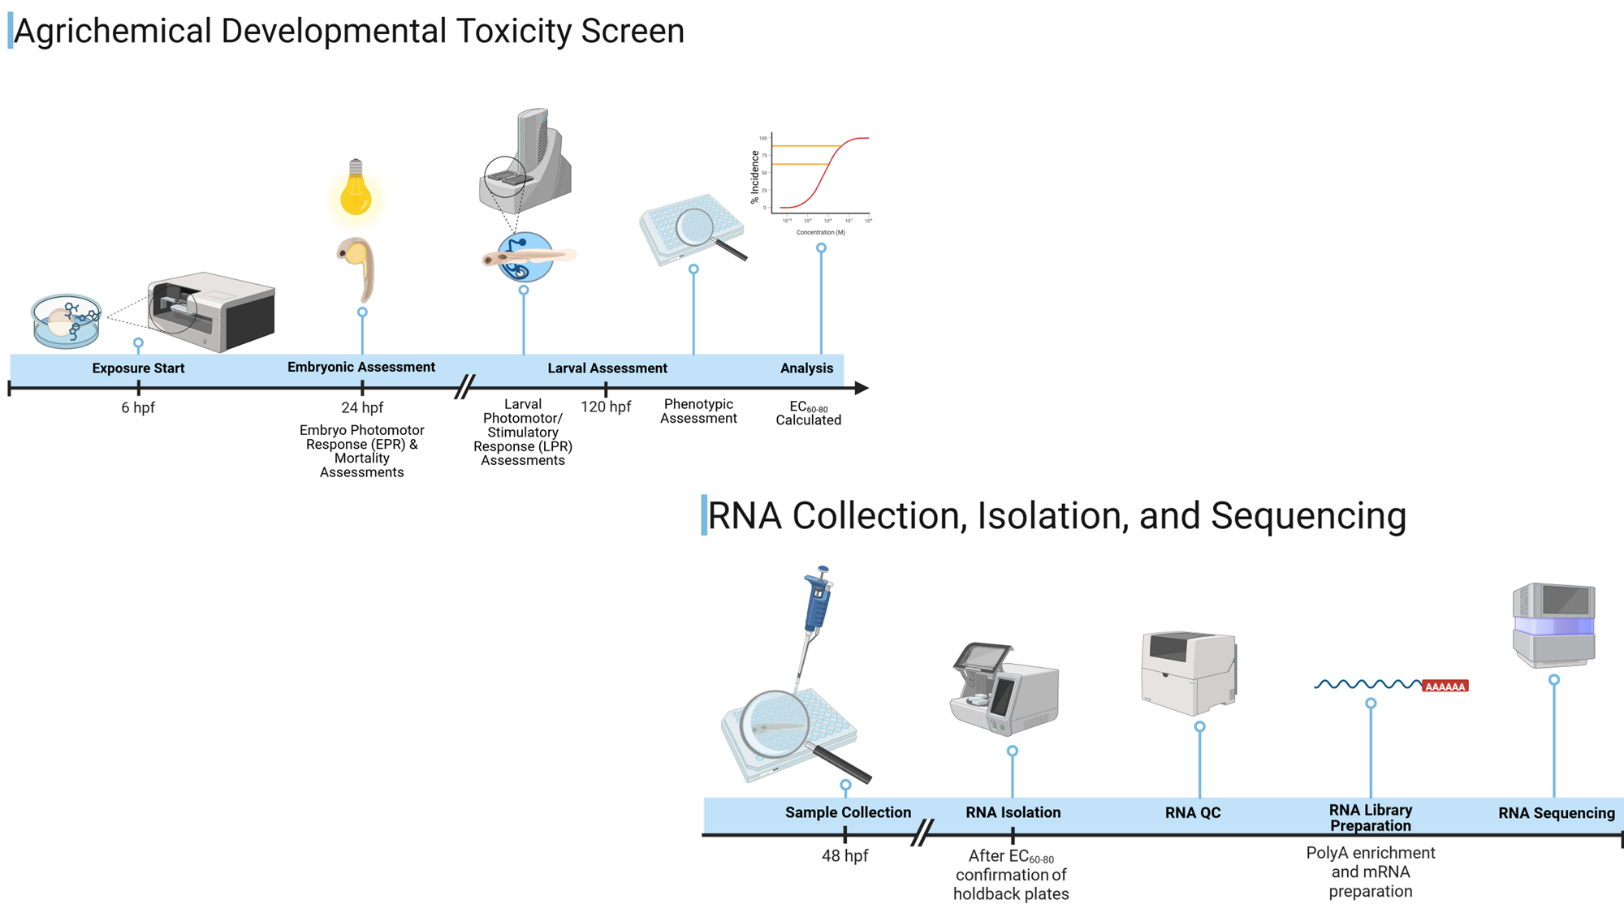

Supplementary Figure S1. Experimental overview of the developmental toxicity screen and RNA extraction and sequencing paradigm.

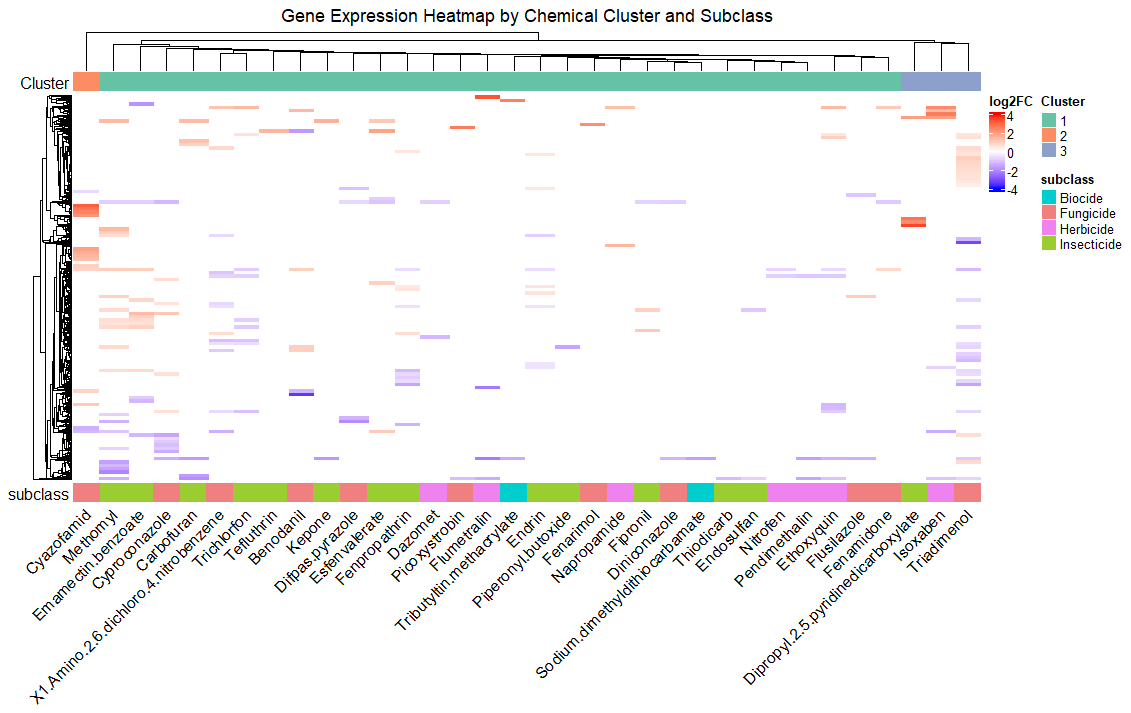

**Supplementary Figure S2.** Heatmap of all differentially expressed genes (DEGs) identified across the 34 chemicals within **Figure 3** heatmap Cluster 1. Rows represented 3,208 unique DEGs, no genes were shared across all chemicals, though some overlap occurs among subsets. Chemical subclass annotations are shown at the bottom, and cluster assignments derived from hierarchical clustering are shown at the top. Chemicals were clustered using a custom R script based on dendrogram height differences to define major clusters.

**
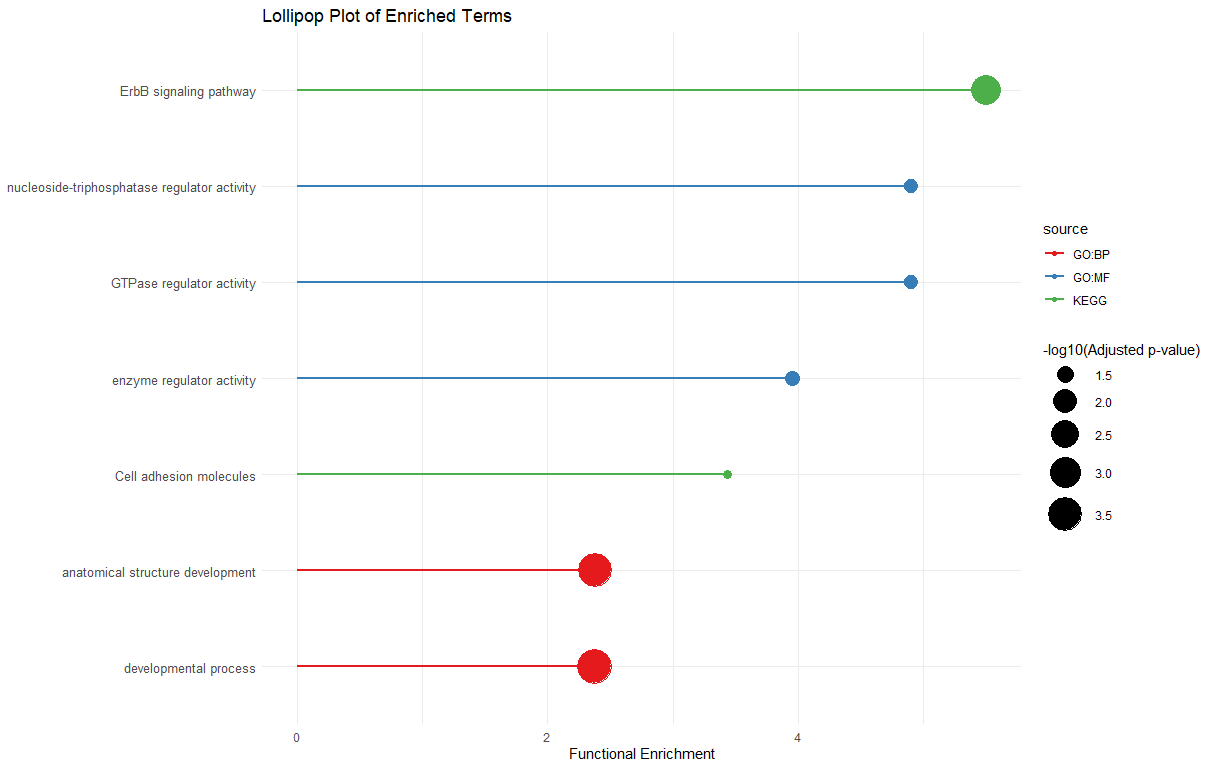
**

**Supplementary Figure S3.** Lollipop plot of Cluster 3 functional enrichment of biological terms associated with the 479 overlapping DEGs across all four agrichemicals. *ErbB* signaling was the most highly enriched, which include EGFR receptors that signal through kinases to regulate many cell activities (proliferation, migration, differentiation, apoptosis).

How the deposited data were processed for this re-analysis (not part of the article)

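RNA-seq of whole zebrafish embryos at 48 hpf was analysed for 45 agrichemicals, each with 4 pools of 8 embryos, and for DMSO vehicle controls. The 204 samples were mapped from their labels and from the paper's table of agrichemicals to 180 agrichemical libraries and 24 control libraries. The paper gives 23 control samples, and the libraries behind that number are not named in the paper's text, so all 24 were mapped. Subclass, nominal concentration and effective concentration were taken from the paper, and incidences at 120 hpf from Supplementary Table S2.

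The authors trimmed the reads with Trimmomatic, aligned them to GRCz11 with STAR and counted them with HTSeq over whole genes, which includes introns. The authors normalized the counts with DESeq2. The authors also used DESeq2 to compare the pools of each agrichemical with a global control, made by joining all control libraries. The log2 fold changes of the deposited table were made by the authors in these comparisons, and a value is kept only where the gene was called. The q-values of the deposited table were computed by the authors in the same comparisons, rounded to 2 decimals and kept up to 0.05, while the methods of the paper write p-value for the same threshold. Cells of genes that were not called hold 0 in both kinds of column, and genes called for no agrichemical were left out by the authors. All 90 columns were used. The table gives the authors' comparisons only, so values per pool, standard errors, counts and the depth of single libraries were not analysed here, and the precision of a single fold change is known only through its q-value. Genes that missed the threshold have no value, so a low overlap can also come from calls that were missed with 4 pools.

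From this table, the calls were counted by agrichemical, gene and sign. The 8,546 gene identifiers were matched to RefSeq gene symbols of the assembly GRCz12tu, which differs from the assembly of the authors. It was used only for names and for which genes neighbour each other, with 7,989 identifiers (93.5%) matched. Genes shared by the 4 agrichemicals of Cluster 3, a group made from the same fold changes, were set against 1,000 randomizations that kept the number of calls per gene and per agrichemical. Shared calls and signs were set beside 1,000 simulations of unchanged groups of 4 against the same 24 control libraries, in which the genes with the largest simulated differences were called, as many as the agrichemical had. The simulations treat genes as independent and equal in variance, so they give a reference value and not an error rate. Agrichemicals were clustered by Euclidean distance and complete linkage into 8 groups. Pairs of agrichemicals with at least 20 DEGs were compared by the Jaccard index, and subclasses and library numbers were permuted over agrichemicals 100,000 times. Correlations across agrichemicals are Spearman's rho and Pearson's r with permutation p-values, given again without the 2 agrichemicals farthest from the median and within 3 groups of 15 agrichemicals in order of library number. Library numbers come from the labels. They are not wholly in the order of the dates on the control labels. They are the only label like a batch that was used, since collection days were given for control libraries only and were not inferred for the agrichemicals.

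GO annotation was not used here. In its place, 11 lists of gene symbols were fixed before the data were examined: motor protein and cytoskeleton, GTPase regulator, synapse and ion channel, ErbB pathway, sterol biosynthesis, aryl hydrocarbon receptor, oxidative stress, heme and erythroid, circadian clock, immediate early and heat shock. The first 4, which are families defined by symbol patterns, were tested in 16 sets of DEGs by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment over the 64 tests, against the other genes of the table. All lists were compared with 10,000 random lists of the same size by the mean number of agrichemicals in which their members were called. A family of symbols is not the gene set of an enrichment tool, and its members can move in both directions. The genes named in the text were taken from those that the paper names, the highest and the lowest of each agrichemical discussed, the 5 called in the most agrichemicals, the 3 highest and 3 lowest of those shared by Cluster 3, and at most 5 members of each list, those called in the most agrichemicals. Of the 5 called in the most agrichemicals, 2 were taken from 6 genes tied at 18. Not every gene that this rule gives is reported. In addition, *atp5f1b* is named because it shared the largest count within Cluster 1, which was seen first.

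These designs, the lists and the alternatives of the main results were set before the data were examined. Some choices followed a first look at the data. They are the 16 sets and the restriction of the adjusted tests to 4 families, the 3 groups by library number, the ranking of sets of 4 agrichemicals and their overlap with carbosulfan, the comparison of the lists by number of agrichemicals, the limit of 10 agrichemicals for recurrent genes and of 5 called members for family directions, the distances between neighbouring genes, and 5 further alternatives for similarity by library number and subclass. Gene length was not analysed, and neither was a background matched on gene length, because the annotation is of another assembly than the authors' and was used only for names and for the order of genes, not for lengths. The alternatives tried were limits on the fold change and on the q-value, uncharacterized loci left out, other linkages, distances and similarity indices, other backgrounds and other measures of the phenotype.

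Computations were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The overlap, subclass, family, library number, gene list, neighbour and recurrent sign tests were tested on simulated data of 8,000 genes with and without a planted effect. The overlap, subclass and family tests called 20 of 20 data sets with an effect and 0 of 20 without. The tests by library number, of neighbouring genes and of recurrent signs each called 20 of 20 with an effect and 1 of 20 without, and the test of gene lists called 20 of 20 with an effect and 3 of 20 without.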

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

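All alternatives named here were set before the data were examined, apart from 5 for similarity by library number and subclass and the test of subclass within a group of library numbers, which were chosen after seeing the data. For counts of DEGs, a stricter limit leaves fewer calls by construction. For the other results that changed, the cause was not tested unless stated.

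With a q-value of at most 0.01, the total number of DEGs fell to 4,952, those of carbosulfan to 2,819, forchlorfenuron to 872 and endosulfan to 14. The q-values are rounded to 2 decimals, so this limit also keeps calls up to the next rounding step. At an absolute log2 fold change of at least 1, carbosulfan had 2,376 DEGs, forchlorfenuron 1,041, endosulfan 14, and Cluster 1 a union of 1,805. The DEGs shared by the 4 agrichemicals of Cluster 3 fell to 19, against 6.87 in the randomizations (permutation p = 0.000999, the smallest they can give). This p-value is not an independent test, since the 4 were grouped by clustering the same fold changes. Among the 41 other agrichemicals with DEGs, the number changed by more than 1.5 times in 41 with the stricter q-value, in 21 with the higher limit on the fold change, in 4 without uncharacterized loci and in 1, endrin, with the lower limit on the fold change (178 of 314 DEGs). The total, the shared DEGs and the union of Cluster 1 changed by less than 1.5 times under the other limits tried on them.

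The grouping of agrichemicals depended on the distance and the linkage. Against the clusters of the paper, the adjusted Rand index was 1 with complete linkage and Euclidean distance, 0.855 with Ward linkage, 0.749 with average linkage, 0.0388 with 1 minus the Pearson correlation and -0.00486 with the Jaccard distance. Both of the last 2 settings ignore, by construction, the overall size of the fold changes. The 4 agrichemicals of Cluster 3 stayed in 1 group under each setting except average linkage, which put them in 3. That group held 10 agrichemicals with 1 minus the Pearson correlation and 12 with the Jaccard distance. The 4 were therefore not a group of their own under these distances.

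The share of shared DEGs with the same sign was 61.2% for calls with an absolute log2 fold change of at least 0.58 in both agrichemicals, against 59.8% for all, and whether the share moved was not tested, since the same genes and agrichemicals recur across pairs. Spearman's rho between the number of DEGs and incidence was -0.0783, and its sign was reversed with mortality (0.176, permutation p = 0.248) and with nominal concentration (0.152, permutation p = 0.317) in place of incidence, neither of which passed 0.05. The difference in similarity within and between subclasses passed 0.05 with the Pearson correlation of the log2 fold changes (0.0143, permutation p = 0.0384) and, by the Jaccard index, within the group of 15 with the highest library numbers (0.0376, permutation p = 0.0287), a grouping chosen after a first look. It did not pass with the Jaccard index over all agrichemicals, with the overlap coefficient, with at least 100 DEGs, or with subclasses permuted within groups of library numbers, which was chosen after seeing the data. The relation of similarity to library number kept its sign and passed 0.05 under each alternative, with a Mantel rho between -0.476 and -0.220 and a difference of 0.0298 for pairs between the same control library numbers. Of the symbol families, 1 result changed its side of 0.05, the synapse and ion channel genes of aldicarb against named genes (odds ratio 1.64, adjusted p = 0.055, Fisher's exact test).

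No paired analysis was possible because the deposited table holds 1 value per gene and agrichemical and no values per pool. For the same reason, it was not possible to leave out pools in turn, to compare a pool with the others of its group or to count other splits of the samples. Gene length of DEGs, its 3 alternatives and the background matched on gene length were not run, because the annotation is of another assembly than the authors' and was used only for gene names and for the order of genes, not for lengths. The paper states a common read depth for all samples, and the depth of single libraries was not analysed here, so whether an agrichemical with few DEGs was sequenced less deeply was not tested.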

Differences from the paper's values

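The sets of DEGs in which symbol families were tested, used in the last paragraph of this part, were chosen only after a first look at the data. For endosulfan, the paper's reported number of DEGs is 7, and the authors' deposited table holds 120, of which 7 are higher than control. None of the alternatives set before the data were examined closed the gap. There were 14 DEGs at an absolute log2 fold change of at least 1, 107 at one of at least 0.58, 14 at a q-value of at most 0.01, and 94 without uncharacterized loci.

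Further statements of the paper differ from the tables read here by less than 1.5 times. The paper's incidence for endosulfan is 81.25%, and Supplementary Table S2 gives an any-effect incidence of 100%. The paper counts 409 terms from GO categories, and Supplementary Table S4 holds 497 of them beside 229 others. The paper also gives 409 as the number of GO terms not linked to these agrichemicals in CTD, beside 88 that overlap. The paper counts 45 parent terms and gives nervous system development 9 agrichemicals, whereas Supplementary Table S5 holds 44 parent terms and gives it 7 agrichemicals.

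The paper describes the biological signatures of carbofuran and chlorpropham as alike, on the basis of enriched terms. Their DEG sets shared 57 genes, of which 20 had the same sign, which is a different measure from shared terms. The paper lists chlordane among agrichemicals that disrupted motor protein and cytoskeletal pathways, and the symbol family used here was not in excess among its DEGs (odds ratio 0.632, adjusted p = 0.224, Fisher's exact test). The same holds for chlorpropham (odds ratio 0.799, adjusted p = 0.563, Fisher's exact test). A symbol family is not the gene set the paper used.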

Other observations

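The tests of sign in single pairs of agrichemicals, of opposite signs, of the sign of recurrent genes along the library numbers and of the direction of gene families were chosen only after the pattern they examine had been seen, as were the 5 added alternatives, while the tests of similarity by library number, of the pooled share of equal signs, of clock and immediate early genes and of neighbouring genes were set before, although the exact statistic for the gene lists and the distances between neighbours were chosen later. Each pattern below was found and tested on the same data and is a hypothesis.

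Agrichemicals whose libraries have near numbers had more similar DEG sets. Across the 42 agrichemicals with at least 20 DEGs, the Jaccard index fell with the difference in library number (Mantel rho = -0.252, two-sided permutation p = 1e-05, the smallest these permutations can give). The rho was -0.476 with the Pearson correlation of the log2 fold changes, -0.306 among pairs of the same subclass (permutation p = 0.00029), -0.220 among pairs of different subclasses (permutation p = 0.00021), -0.232 without the 4 agrichemicals of Cluster 3 (permutation p = 0.00013), and -0.285 when the excess of shared DEGs over randomizations took the place of the index (permutation p = 2e-05). The 25 pairs that lie between the same 2 control library numbers had a mean index of 0.0698, against 0.0400 for the other 836 (permutation p = 0.0128). These values are consistent with a collection or library batch that runs along the library numbers. The numbers are not wholly in the order of the dates on the control labels. The 3 control libraries with the lowest numbers (5 to 65) carry dates in April, and the other 21 (102 to 662) carry dates that run from January to December in order, so agrichemicals with the lowest numbers do not have to be the first collected. Each agrichemical sits at 1 place in this order, so for a single agrichemical the batch and its own effect cannot be told apart in the comparison with a global control, and agrichemicals of like effect placed next to each other would give the same relation. The subclass does not carry it alone, since it held within and between subclasses.

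The sign of shared DEGs followed the library numbers more closely. The pooled share with the same sign was 59.8% over 320 pairs. In simulations of unchanged groups that share their controls it was 71.4% on average, with a lowest value of 69.9% and a highest of 73.1%. The test set beforehand asked only whether the share was higher than simulated, which it was not, and the comparison with the lowest simulated value was made after the result was seen. The share lies below the whole simulated range, so in these simulations the shared control alone does not give it. The mean Pearson correlation of fold changes over 861 pairs departed the other way. It was 0.0392, above the simulated mean of 0.0299 and highest value of 0.0335. In 85 of 284 pairs with simulated values, the share lay above every simulated value of the pair, and in 120 below every one. The simulations treat genes as independent, and genes that move together could widen these ranges. The 85 pairs therefore do not decide for or against the shared control. In 116 of the 320 pairs fewer than 50% of shared DEGs had the same sign, against at most 1 pair in any simulation, in 76 pairs fewer than 10% had it, and in 153 at least 90%. A shared control by itself pulls fold changes in the same direction, which argues against it as the source of opposite signs. With genes that move together, unchanged groups could fall on opposite sides of the control more often than simulated. The 116 pairs therefore do not exclude this.

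Across the 320 pairs, the share fell with the difference in library number (rho = -0.563, p = 1e-05 permuting agrichemicals, the smallest these permutations can give). The median difference was 279.75 in pairs with fewer than 50% in the same sign and 114.25 in the others. With the agrichemicals in 3 groups of 15 by library number, the median share was 98.7% among the lowest numbers (18 pairs), 83.1% in the middle group (40 pairs), 98.4% among the highest (51 pairs), and 14.3% between the lowest and the highest (55 pairs). Between the middle group and its neighbours it was 76.0% with the lowest (56 pairs) and 87.9% with the highest (100 pairs), so the share did not fall at each step, and 8 pairs among the highest numbers and 13 in the middle group had fewer than 50%. Pairs of the same subclass had a mean share 4.38 percentage points higher than other pairs (permutation p = 0.333), and the share did not go with the difference in incidence (rho = 0.0711, permutation p = 0.215) or in concentration (rho = 0.0210, permutation p = 0.698), so these tests argue against subclass and incidence as the source. A collection or library batch stays open and is in line with the library numbers, and since these are not wholly in date order, a batch of collection and one of library preparation were not separated. Some agrichemicals depart from a smooth trend along the numbers, and were picked after their values were seen. Forchlorfenuron, with a median library number of 647.5, had 98.0% of shared DEGs in the same sign as chlorpropham at 152.5 and 0.326% in the same sign as cyfluthrin at 473.5. Carbofuran, at 207.5, had 100% in the same sign as carbosulfan at 492.5, 35.1% with chlorpropham and 2.94% with forchlorfenuron. Developmental stage, RNA quality and comparisons with the controls of the same day were not analysed here, and an effect common to groups of agrichemicals stays among the open explanations, as untested.

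The same order appears gene by gene. Of the 318 genes that were called in at least 10 agrichemicals with both signs, the sign went with the library number in 171 (53.8%), against 15.7 on average and 73.05 at the 95th percentile when library numbers were permuted over agrichemicals (permutation p = 0.00599). Library number was not related to the any-effect incidence (rho = 0.0384, permutation p = 0.803), the nominal concentration (rho = -0.00600, permutation p = 0.968) or the number of DEGs (rho = 0.208, permutation p = 0.169). These values do not measure which genes an agrichemical moves, and nominal concentrations of different agrichemicals are not on one scale of effect, so agrichemicals of like effect with near numbers stay open, as untested. A batch along the library numbers may contribute to which genes recur across agrichemicals.

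For the genes that the paper names as central in its coexpression network, signs and library numbers are given as values, without a test for each gene. The authors' deposited table lists *mylpfa* as a DEG in 18 agrichemicals, 2 higher and 16 lower than control, with median library numbers of 657.5 and 127.75. In the authors' deposited table *actc1b* was called in 16 (3 higher, 13 lower), *krt4* in 14 (3 higher, 11 lower), *tpma* in 11 (3 higher, 8 lower) and *eef1a1l1* in 5 (2 higher, 3 lower). For *actc1b*, *krt4* and *eef1a1l1* the median library number of the agrichemicals with lower expression was 177.5, and for *tpma* it was 192.5. The other central genes had the opposite order in the authors' deposited table, with *klf4* higher in 4 agrichemicals (median library number 195) and lower in 7 (447.5), and *ulk4* higher in 5 (237.5) and lower in 7 (447.5). The coexpression network itself was not analysed here.

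The direction of the motor protein and cytoskeleton family went with the library number. Over the 19 agrichemicals with at least 5 called members, the mean log2 fold change of these members rose with the number (rho = 0.679, permutation p = 0.00186, and r = 0.762, permutation p = 0.00025, for the 4 families tested adjusted p = 0.00744 for rho). Without the 2 agrichemicals farthest from the median library number, rho was 0.561 (permutation p = 0.0197) and r was 0.639 (permutation p = 0.00667). The mean was below 0 in 4 of 4 agrichemicals with the lowest numbers, too few for a correlation, in 5 of 8 of the middle group (rho = 0.548, permutation p = 0.17, r = 0.527) and in 3 of 7 with the highest (rho = 0.571, permutation p = 0.198, r = 0.712). The relation did not pass 0.05 within these groups. The other families gave a rho of 0.532 for GTPase regulators (adjusted p = 0.0422), 0.404 for synapse and ion channel genes (adjusted p = 0.131) and 0.350 for the ErbB pathway (adjusted p = 0.267), each from permutation tests, with an r of 0.573, 0.494 and 0.517. Without the 2 farthest agrichemicals, the rho of these 3 families was 0.395, 0.526 and 0.0182. This suggests that part of the common decrease of motor protein genes could belong to the collection or library order, and an effect of the agrichemicals on these genes stays open, as untested.

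Time of day and handling were examined through gene lists. The measure was the mean number of agrichemicals per gene, which cannot decide on a shift limited to some collection days. The 12 clock genes were called in 2.58 agrichemicals on average, against 2.99 for random lists (one-sided p = 0.693), and the 7 immediate early genes in 1.43, against 2.98 (one-sided p = 0.977), so neither list was over-represented among genes called often. In the authors' deposited table *clocka* (GeneID 30140) was higher than control in all 7 of its agrichemicals, and *nr1d4a* (GeneID 563150) in all 5, while *cry5* (GeneID 83776) was lower in all 4. These 3 genes were picked after their values were seen, and their equal signs were not tested. All 7 calls of *clocka* and all 5 of *nr1d4a* lay in agrichemicals with library numbers from 388 to 502.5. Outside this range, *cry5* was called in fenpropathrin at 592.5, and *per3* was lower in aldicarb at 123 and chlorpropham at 152.5. Time of day therefore stays open, as untested. For the remaining lists the means were 3.25 for motor protein and cytoskeleton genes (one-sided p = 0.154), 3.67 for 3 heat shock genes (p = 0.324 from random lists), 3.2 for 5 oxidative stress genes (p = 0.418 from random lists), 3 for the single aryl hydrocarbon receptor gene (p = 0.4 from random lists) and 1.33 for 6 sterol biosynthesis genes (p = 0.98 from random lists). In the authors' deposited table *hsp90ab1* (GeneID 30573) was lower than control in 6 agrichemicals and higher in 2.

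Neighbouring genes were called together. With gene order taken from GRCz12tu and neighbours of the same symbol stem left out, genes next to each other shared 1,751 calls, against 1,488 with random positions (ratio 1.18, one-sided permutation p = 0.000999, the smallest these permutations can give), and 76.3% of these calls had the same sign, against 52.3%. Genes 2 to 5 places apart still shared more calls (ratio 1.05, permutation p = 0.005), and the share with the same sign stayed above all random values for genes 11 to 20 places apart (59.5%, against 54.1% at most). Parental haplotypes that differ between clutches would give such blocks, and the ratio of 1.05 is consistent with them. Regulation that neighbouring genes share and reads that overlap adjacent genes would also give part of it, and these were not separated here.
Reads counted over introns and gene length were not examined as a source of these directions, since gene length was not analysed here.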
